# Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria

**DOI:** 10.1371/journal.pbio.3002540

**Published:** 2024-03-11

**Authors:** Aditya Kamat, Ngat T. Tran, Mohak Sharda, Neha Sontakke, Tung B. K. Le, Anjana Badrinarayanan

## Abstract

DNA methylation plays central roles in diverse cellular processes, ranging from error-correction during replication to regulation of bacterial defense mechanisms. Nevertheless, certain aberrant methylation modifications can have lethal consequences. The mechanisms by which bacteria detect and respond to such damage remain incompletely understood. Here, we discover a highly conserved but previously uncharacterized transcription factor (Cada2), which orchestrates a methylation-dependent adaptive response in *Caulobacter*. This response operates independently of the SOS response, governs the expression of genes crucial for direct repair, and is essential for surviving methylation-induced damage. Our molecular investigation of Cada2 reveals a cysteine methylation-dependent posttranslational modification (PTM) and mode of action distinct from its *Escherichia coli* counterpart, a trait conserved across all bacteria harboring a Cada2-like homolog instead. Extending across the bacterial kingdom, our findings support the notion of divergence and coevolution of adaptive response transcription factors and their corresponding sequence-specific DNA motifs. Despite this diversity, the ubiquitous prevalence of adaptive response regulators underscores the significance of a transcriptional switch, mediated by methylation PTM, in driving a specific and essential bacterial DNA damage response.

## Introduction

Information regarding biological processes is primarily encoded in the genomes of living organisms. Functional modalities are further enhanced via modulation of the epigenetic states of DNA [1–4]. For example, methylation of DNA occurs in organisms across all domains of life. In bacteria, physiological DNA methylations at N5-meC, N4-meC, and N6-meA nucleotide positions play diverse functions ranging from defensive roles involving immunity against invasive genetic elements to regulatory roles in cell cycle and transcriptional control [2,5]. In contrast to these physiological modifications, certain types of methylations can be aberrant. DNA methylations on O6-meG and O4-meT positions act as a potent source of mutagenesis, while N3-meA, N1-meA, and N3-meC block DNA replication and transcription [6–9].

Bacteria cope with this threat of aberrant methylations via eliciting 2 DNA damage responses (DDRs). The first response is the well-characterized and ubiquitously conserved SOS response that consists of 2 regulatory units, RecA and LexA [10]. The transcriptional repressor LexA occupies *lexA* boxes present in the promoter regions of SOS genes and inhibits their expression. Upon DNA damage, an activated RecA nucleoprotein filament triggers the autocleavage of LexA leading to de-repression of the SOS response [11–13]. Three distinct features are hallmarks of this response: (a) It is induced under all forms of DNA damage and is not specific to methylation damage alone [14]; (b) the response has leaky expression even in the absence of damage [15,16]; and (c) the response can result in mutagenesis due to expression of translesion synthesis polymerases [17]. Thus, SOS response induction is a trade-off between its essentiality and its cost.

The SOS response is the primary response of bacteria to DNA damage. However, recent studies indicate that the SOS response is often complemented by SOS-independent DNA damage response pathways [18]. The PafBC response was discovered in *Mycobacterium tuberculosis* and is essential for inducing a majority of the genes under mitomycin C exposure [19,20]. Induction of this response relies on the PafBC heterodimer which is suggested to exhibit an ssDNA-dependent activation similar to the SOS response [21]. The DriD response of *Caulobacter* also exhibits a similar mode of activation [22]. The inhibition of cell division by *didA* (belonging to the DriD regulon) under DNA damage is well characterized [23]. However, recent studies also suggest that DriD may play a role beyond DDR pathway activation [24]. Both DriD and PafBC belong to the WYL-dependent family of transcription factors that is widely conserved across bacteria [25]. These pathways seem to be induced prominently by DNA double strand breaks but their role in the repair of methylation DNA damage remains to be uncovered [23,26].

A temporally delayed DDR subsequent to the SOS response, known as the adaptive response to methylation damage (or the Ada response) has also been reported in *Escherichia coli* [27–29]. This response exhibits key distinguishing features compared to the SOS response: (a) It is activated independent of the SOS response and is specific to methylation damage only [30]; (b) the response is adaptive; i.e., exposure to a sublethal dose of methylation damage encodes for memory that allows cells to adapt and survive formerly lethal levels of DNA methylation damage [27,30]; (c) the response exhibits bi-stability [31], a subpopulation of cells do not induce the response even under continuous exposure to methylation damage; and (d) repair via this response is non-mutagenic [27,32].

The master regulator of this DDR is the methyltransferase EcAda, comprising of an AdaA domain in its N-terminus (which associates with “A” and “B” DNA boxes located upstream of EcAda-regulated promoters) and a C-terminal methyltransferase domain [28]. EcAda expression is tightly regulated, with only 0–2 molecules of Ada present in cells in the absence of damage [31]. Posttranslational modification (PTM) via methylation of a conserved cysteine in N-Ada is crucial for activating EcAda as a transcription factor [33–35]. Once activated, EcAda drives its own expression as well as expression of genes involved in direct repair of methylation lesions.

How prevalent is the risk of methylation damage, which could have resulted in the evolution of a methylation-specific DDR? Instances of encountering methylation DNA damage are not infrequent, and bacteria often face methylation stress. Intrinsic factors, such as insidious metabolic byproducts (e.g., lipid peroxidation) pose a prominent risk for DNA methylation damage [9,28]. Environmental factors including halocarbons and methylating agents produced by bacteria as instruments of inter-microbial warfare also contribute to this damage [36,37]. Additionally, infected mammalian cells subject invading bacteria to methylation stress [38]. More recently, studies have reported instances where physiological DNA methyltransferases, which are otherwise innocuous, erroneously inflict methylation damage on genomic DNA [39]. Thus, given the prevalence of methylation stress, it is likely that many bacteria have evolved unique systems such as the Ada response to protect their genomes.

Intriguingly, despite the simultaneous discovery of the adaptive response to methylation damage alongside the SOS response [27,40], our knowledge of this pathway is presently restricted only to the *E*. *coli* paradigm. Thus, the significance and conservation of a methylation-based PTM in the regulation of a damage-specific bacterial DDR remains unknown. Indeed, a limited number of computational studies suggest only sporadic conservation of EcAda across the bacterial kingdom [41–43], and many bacteria, such as *Caulobacter crescentus*, are reported to lack an inducible adaptive response altogether [44,45].

In this work, we discover a methylation-specific DDR in *Caulobacter crescentus*, which showcases key features of an adaptive response. This pathway is regulated by a conserved but uncharacterized transcription factor *ccna_03845* (“Cada2” henceforth). Detailed molecular characterization reveals a novel sequence-specific DNA-binding domain in this protein, as well as a methylation-based PTM required for activation of Cada2 as a transcription factor in a manner that is distinct from its *E*. *coli* counterpart. Despite the contrasting mechanistic features of EcAda and Cada2, we observe remarkable similarities in the defining characteristics of the downstream response. Phylogenetic distribution of adaptive response regulatory proteins further reveals their widespread prevalence across the bacterial kingdom, with ubiquitous conservation of key residues required for methylation-dependent activation (either in an EcAda-like or Cada2-like form). Collectively, our work highlights the importance of a transcriptional switch mediated by methylation PTM in activating an essential bacterial response to methylation DNA damage.

## Results

### A methylation-specific DNA damage response in *Caulobacter*

We undertook a comprehensive transcriptomic approach to identify whether *Caulobacter* induces an SOS-independent transcriptional response specific to methylation damage. For this, we treated *Caulobacter* cells with agents that predominantly induce 1 specific form of DNA damage (methyl methane sulphonate (MMS), a causative agent of methylation DNA damage [46], mitomycin-C (MMC) that induces intra-strand crosslinks and mono-adducts [47], and norfloxacin that induces double-strand breaks [48]). 

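RNA was sequenced from wild-type *Caulobacter crescentus* NA1000 before damage (4 libraries) and from cells kept in 1.5 mM MMS, 0.25 μg/ml MMC or 8 μg/ml norfloxacin (2 libraries for each agent and time). The methods describe the replicates as biological. The authors aligned reads of quality 20 or more to the genome (NC_011916.1), removed reads that mapped to several places and counted reads per gene. The deposited values are RPKM (reads scaled by gene length and library depth) for 3886 coding genes. Every value corresponded to a whole number of reads (within 0.01 of a read), which gives the depth behind it. The MMS libraries held 2.03 to 2.45 M (mega) reads on coding genes (median 2.09) and the MMC and norfloxacin libraries 6.70 to 15.9 M (median 9.16). Untreated replicates 1 and 2 held 1.96 to 2.18 M such reads, and untreated replicates 3 and 4 held 9.77 to 12.1 M (median of the 4, 5.97). MMS libraries were run on a HiSeq instrument and MMC and norfloxacin libraries on a NovaSeq instrument, so among treated libraries the instrument and the depth go with the agent. Against the untreated libraries of like depth, *cada2* rose by 3.96 at 40 min in MMS (adjusted p = 6.02e-11 from limma) and had values of 0.05 in MMC and 0.23 in norfloxacin, and its level in the 4 untreated libraries was 8.33 to 14.7 rescaled RPKM. For the values reported here, RPKM were rescaled between libraries by trimmed means of M values (TMM), 1 RPKM was added, and log2 values were compared with limma in a joint fit of all 34 libraries. As in the methods, a gene was up-regulated at a log2 fold change (log2FC) of at least 1 and down-regulated below −1, with an adjusted p under 0.05 over the 3881 genes with at least 1 RPKM in 2 or more libraries. MMS up-regulated 58 genes by 20 min and 74 by 40 min. No gene was down-regulated by MMS at either time in limma (0 and 0 by limma-voom). At an unadjusted p under 0.05 with the fold threshold kept, 2 and 8 genes fell. Counts at an unadjusted p keep this threshold unless any fold change is stated. MMC up-regulated 22 and 59 genes at the same times, and norfloxacin 38 and 70. Norfloxacin also down-regulated 6 genes at 20 min and 18 at 40 min, and MMC 0 and 2 (3 and 3 at an unadjusted p under 0.05, 0 and 2 by limma-voom). Without norfloxacin replicate 1, the number of genes changed by norfloxacin dropped from 44 to 28 at 20 min and from 88 to 56 at 40 min.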

We collected samples at 0, 20, and 40 min post damage exposure for RNA sequencing (Figs 1A and S1A). 

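Genes of the SOS response rose under all 3 agents. At 40 min, *recA*, which encodes the recombinase that triggers the SOS response, had a log2FC of 2.52 under MMS, 2.56 under MMC and 2.14 under norfloxacin (standard error 0.23, n = 2 against 4 libraries, largest adjusted p 1.41e-06 from limma). *lexA*, which encodes the SOS repressor, rose by 2.35, 2.27 and 1.42 (standard error 0.17), and *imuA*, of the translesion synthesis operon, by 3.40, 3.70 and 2.79 (standard error 0.23). Another group was called under MMS and under neither other agent. *cada2*, which encodes an Ada-like methyltransferase, went from 12.6 ± 2.95 rescaled RPKM (SD, n = 4) in untreated cells to 242 ± 33.9 (SD, n = 2) after 40 min in MMS, against 10.8 ± 1.19 in MMC and 12.5 ± 2.97 in norfloxacin. Its log2FC was 4.18 under MMS (standard error 0.20, adjusted p = 1.74e-12), −0.18 under MMC and 0.01 under norfloxacin. *cada3*, also with an Ada-like domain, rose by 3.65 under MMS (adjusted p = 3.80e-10) and had values of 0.07 and −0.05 under the other agents. *ccna_02284*, an *alkA*-like gene of base excision repair, rose by 2.77, and *ccna_00254*, a putative membrane permease, by 1.44. In all, 40 genes were up-regulated at 40 min under each of the 3 agents, with a median log2FC of 1.98, 2.07 and 1.59 under MMS, MMC and norfloxacin. They include the 19 SOS-dependent genes of Fig 1A, all of them also when adjusted over the list alone, although that list was chosen on these samples and is not independent evidence. The 3 comparisons share their untreated libraries. Independent lists of these sizes would share 0.020 genes. At an unadjusted p under 0.05 and any fold change, 101 genes were higher under all 3. The mean was 2.7 in 100 simulated sets of unchanged groups with the shared controls. The simulation drew libraries independently, whereas MMC and norfloxacin libraries of the same number deviated together (r across genes 0.66 to 0.76). It leaves out this shared structure, so 2.7 may understate the overlap of unchanged groups. With MMS set against 2 of the untreated libraries and MMC and norfloxacin against the other 2, the 40 became 35 to 44 over the 6 ways to split them, although MMC and norfloxacin still share theirs. Another 17 genes were up-regulated by MMS at 40 min and by neither other agent at either time. Of these, 8 were also higher in MMS than in both other agents when the treated libraries were compared directly (adjusted p under 0.05), *cada2* by 4.36 and 4.18 and *cada3* by 3.59 and 3.71. The 12 members outside the regulon of Fig 3A had a log2FC of 1.00 to 2.02. Without untreated replicate 4 the group held 26 genes, and without rescaling it held 10. Without rescaling, the 40 genes up-regulated under each of the 3 agents became 24.

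**Figure D1:**
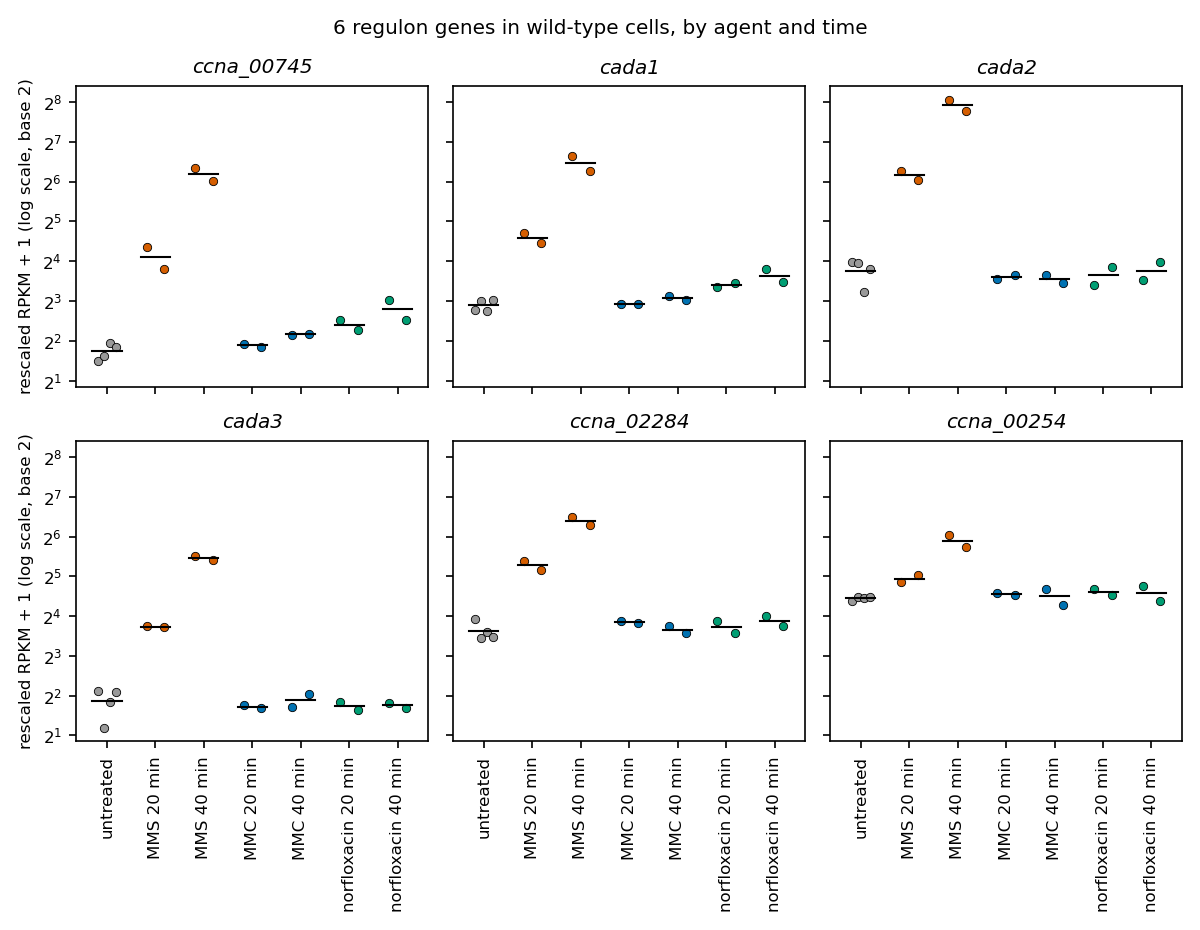
RPKM after rescaling (plus 1, log2 axis) of the 6 genes of the Cada2 regulon in wild-type cells by agent and time. Points are libraries and horizontal bars are group means, and *cada2* stood at 242 rescaled RPKM after 40 min in MMS against 12.6 before damage.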

Our analysis revealed several genes that were induced in all conditions (“universal”) and a set of genes that were specifically induced under MMS treatment, but in none of the other damaging conditions (methylation-specific) (S1A Fig).

**Fig 1:**
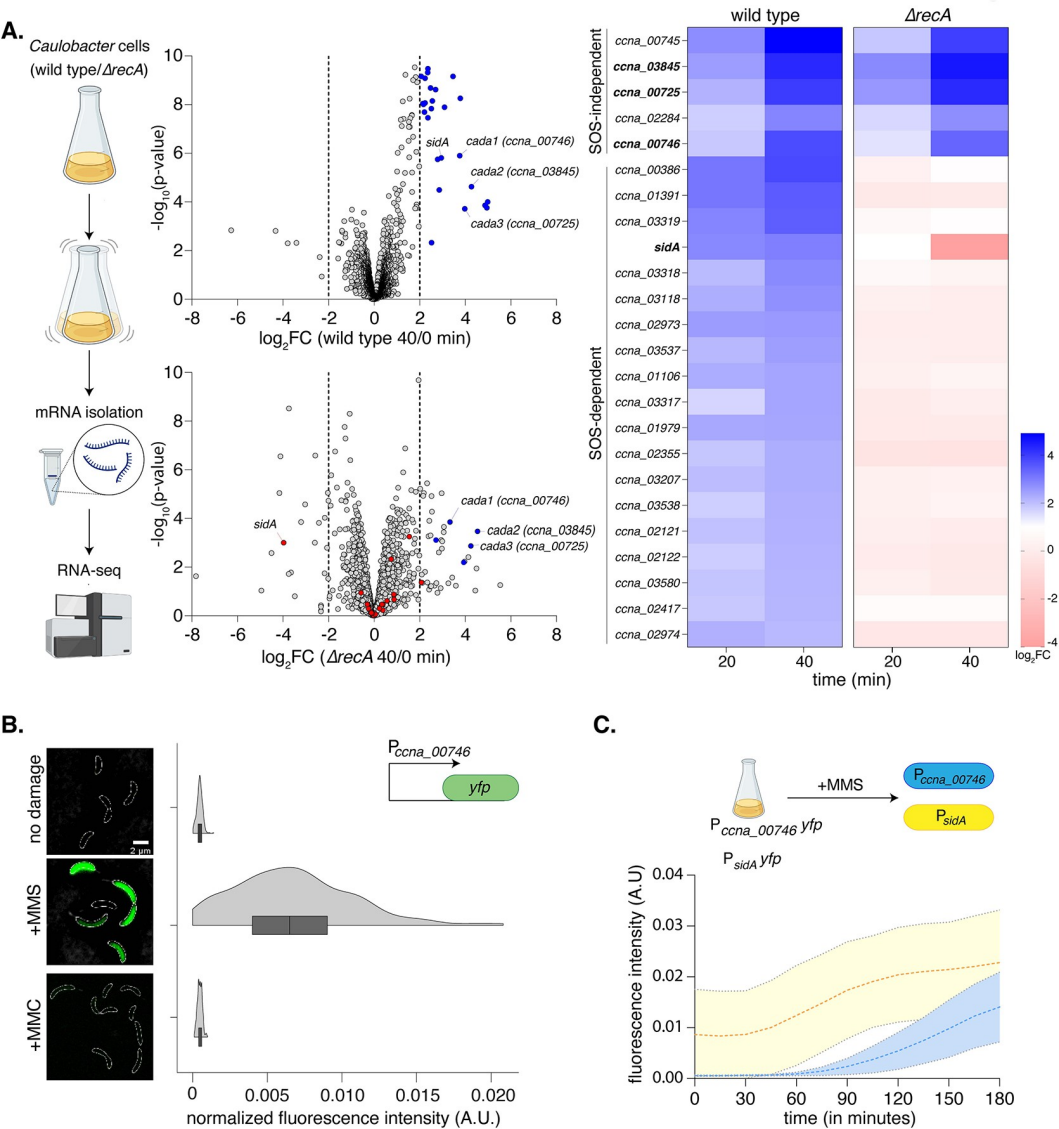
A methylation-specific DNA damage response in *Caulobacter*. **(A)** [Left] Schematic summarizing the RNA-sequencing experiment is provided. Wild-type and *ΔrecA* (SOS-deficient) cells were exposed to 1.5 mM MMS for 40 min. [Centre] Volcano plots representing differentially expressed genes in comparison to cells exposed to no damage for wild-type (top) and *ΔrecA* (bottom) cells, respectively. Genes up-regulated in wild-type cells (log_2_FC > 2 and–log_10_(*p*-value) > 2) are highlighted in blue, while genes highlighted in red represent genes up-regulated in wild-type but down-regulated in *ΔrecA* cells. [Right] Heat maps represent log_2_FC values for individual genes induced in wild-type and *ΔrecA* cells under MMS exposure. **(B)** Wild-type P_*ccna_00746*_*-yfp* reporter (schematic inset) was exposed to 1.5 mM MMS or 0.5 μg/ml MMC, respectively for 2 h. Representative cells are shown on the left (scale bar: 2 μm, cell boundaries are marked by white dotted outline, here and in all other images). Violin plots show fluorescence intensity distribution normalized to cell area from single cells (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. **(C)** [Top] Schematic of the experimental protocol comparing induction kinetics of the *Caulobacter* SOS and methylation-specific response via time lapse microscopy. [Bottom] Fluorescence intensity normalized to cell area for P_*ccna_00746*_*-yfp* and P_*sidA*_*-yfp* cells over 3 h of exposure to 1.5 mM MMS. The underlying data are available in S1 Data.

We next asked whether the expression of these genes was independent of the SOS response. We subjected *recA* deleted cells to MMS treatment and carried out RNA sequencing in this background. 

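The *ΔrecA* strain was sequenced at 0, 20 and 40 min in 1.5 mM MMS, with 2 libraries per time and 1.53 to 2.35 M reads on coding genes per library (median 1.89). Reads on *recA* itself were fewer in this strain but remained. It had 30.2 to 80.7 rescaled RPKM (368 to 1118 reads) in the 6 *ΔrecA* libraries, against 118 to 152 in untreated wild type and a mean of 775 ± 36.5 (SD, n = 2) in wild type after 40 min in MMS. The deposited values give a single number per gene, so which part of *recA* these reads cover was not analysed here. Before damage, 5 genes were higher and 60 lower in *ΔrecA* than in wild type. Among the lower genes were *sidA* (log2FC −3.54, adjusted p = 2.74e-07 from limma), *imuA* (−2.49) and *recA* (−1.77). Of the 60, 52 lay in a run of 55 neighbouring genes (NC_011916.1, 2932755 to 2982131), of which 50 had at most 2 reads in every *ΔrecA* library. Each MMS time was compared with the untreated libraries of the same strain, and the responses of the strains were compared by the difference of their log2FC in the same fit. MMS up-regulated 10 genes in *ΔrecA* at 20 min and 21 at 40 min. At 20 min no gene was down-regulated in limma (7 past the fold threshold at an unadjusted p under 0.05, 0 by limma-voom). At 40 min 6 were, including *pstA* (log2FC −1.40, adjusted p = 0.0146), *pstC* and *phoU*. The 21 genes up and 6 down at 40 min became 13 and 3 without *ΔrecA* 0 min replicate 1 and 12 and 0 without *ΔrecA* MMS 40 min replicate 1, and the calls of *pstC* and *phoU* ended whichever 1 of the 4 libraries was left out, and that of *pstA* without each but *ΔrecA* 0 min replicate 2. With the replicate number as a block, 14 genes were up and 4 down at 20 min, and 39 up and 12 down at 40 min, *pstA*, *pstC* and *phoU* among them. The response was smaller in *ΔrecA* than in wild type for 36 genes at 20 min and 41 at 40 min. It was larger for none in limma (3 genes at each time past the fold threshold at an unadjusted p under 0.05, 0 by limma-voom).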

Comparing wild type to *recA* deletion cells showed that the methylation damage-specific genes were induced in a *recA*-independent manner (SOS-independent) (Fig 1A). In contrast, genes that were induced under all DNA damaging conditions in wild type background remain uninduced in *recA* deletion cells (SOS-dependent) (Figs 1A and S1A).

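Without *recA*, MMS still up-regulated all 6 genes of the Cada2 regulon. It also up-regulated 9 of the 17 genes called in wild type under MMS and under neither other agent. *cada2* went from 14.4 ± 1.39 rescaled RPKM in untreated *ΔrecA* cells to 210 ± 57.9 after 40 min in MMS (SD, n = 2 each), a log2FC of 3.75 (standard error 0.24, adjusted p = 3.86e-10 from limma). *cada1* rose by 3.45 (standard error 0.17, adjusted p = 4.67e-12) and *cada3* by 3.57 (standard error 0.28, adjusted p = 1.59e-08). *ccna_02284* rose by 2.58 and *ccna_00254* by 1.39, a call that ended in a fit of *ΔrecA* alone (1.38, adjusted p = 0.0758) and with RPKM as deposited. *ccna_00745*, a putative oxidative demethylase, went from 4.53 ± 0.927 to 84.1 ± 35.8 rescaled RPKM, a log2FC of 3.89 (adjusted p = 1.42e-09). In each of these 6 genes both MMS libraries lay above both untreated *ΔrecA* libraries. The difference between the responses of *ΔrecA* and wild type lay between −0.57 (*ccna_00745*) and −0.05 (*ccna_00254*) for the 6 genes, with standard errors of 0.22 to 0.38 and an adjusted p of 1. Of the 17 genes up-regulated in wild type by MMS and by neither other agent, 9 were up-regulated in *ΔrecA* at 40 min. These were *cada1*, *cada2*, *cada3*, *ccna_00254*, *ccna_02284*, *ccna_00743*, *ccna_01176*, *ccna_01516* and *ccna_03844*. In wild type at 40 min, *ccna_01516* also rose under MMC (0.86, adjusted p = 0.00345 from limma) and norfloxacin (0.98, adjusted p = 5.26e-04). Compared directly, MMS was not shown to exceed MMC or norfloxacin for *ccna_01516* (adjusted p = 0.666 and 0.592) or *ccna_01176* (0.372 and 0.158). Of the 9, *ccna_01176* left the group under 6 of 13 alternative settings and without 13 of 22 libraries, each of the 6 *ΔrecA* libraries among them, *ccna_00743* with a fit per strain and agent, with 5 RPKM added, with RPKM as deposited and without *ΔrecA* 0 min replicate 1 or *ΔrecA* MMS 40 min replicate 2, *ccna_01516* under 4 settings and without untreated wild type replicate 4, and *ccna_03844* with RPKM as deposited. A smaller response in *ΔrecA* passed the thresholds for 2 of the 17, *chlI* (difference −1.18, adjusted p = 0.00116) and *socB* (difference −1.48, adjusted p = 0.0119). The other 6 passed neither test, such as *ccna_03624* (1.47), *ccna_03809* (1.13), *relE4* (−0.04) and *ccna_02930* (−0.59). With the replicate number as a block in every strain the 9 became 14, with *ccna_03624*, *ccna_03809*, *cysH*, *cysI*, *ccna_01853* and *ccna_01857* gained and *ccna_01516* lost. In wild type this block pairs untreated replicate 1 with MMC and norfloxacin replicate 1, which did not deviate together (r −0.16 to −0.09). *cysH*, *cysI*, *ccna_01853* and *ccna_01857* are outside the 17 and needed a wild-type call under that pairing, so the 14 is not a plain alternative to the 9. From the induction of these genes in cells without *recA*, the paper concludes that the methylation-specific genes are induced independently of the SOS response.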

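Most of the genes induced by all 3 agents in wild type responded less to MMS without *recA*. *sidA*, an SOS-induced inhibitor of cell division, stood at 46.5 ± 15.3 rescaled RPKM (SD, n = 4) in untreated wild type and 374 ± 158 (SD, n = 2) after 40 min in MMS, but at 3.04 ± 1.29 and 1.91 ± 0.976 in *ΔrecA* (SD, n = 2 each, 1 to 4 reads per library). Its log2FC in *ΔrecA* was −0.47 (standard error 0.42, adjusted p = 0.933 from limma), and its response was smaller than in wild type by a difference of −3.44 (standard error 0.56, adjusted p = 5.95e-04). In *ΔrecA*, *lexA* had a log2FC of 0.13 (difference −2.22, adjusted p = 6.35e-06) and *imuA* of 0.27 (difference −3.13, adjusted p = 6.26e-06). Over the 19 SOS-dependent genes of Fig 1A, the median log2FC was 2.35 in wild type and −0.03 in *ΔrecA*. All 19 had a smaller response in *ΔrecA*, with differences of −3.44 to −1.90, and all 19 also passed when adjusted over the list alone. The list was chosen on these samples and is not independent evidence. The exception in level was *ccna_00386*, which was up-regulated in *ΔrecA* by 1.12 (standard error 0.21, adjusted p = 0.00491). Of the 40 genes induced by every agent, 36 were up-regulated in *ΔrecA* at neither time, and the median log2FC at 40 min was 0.02. The 4 others were *ccna_00386*, *ccna_00721* (2.44), *ccna_00722* (2.51) and *ccna_02396* (1.18). The smaller response passed the thresholds for 30 of the 40. The deleted *recA* is counted among the 40, the 36 and the 30 (difference −1.96), and its outcome is not evidence about the others.

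**Figure D2:**
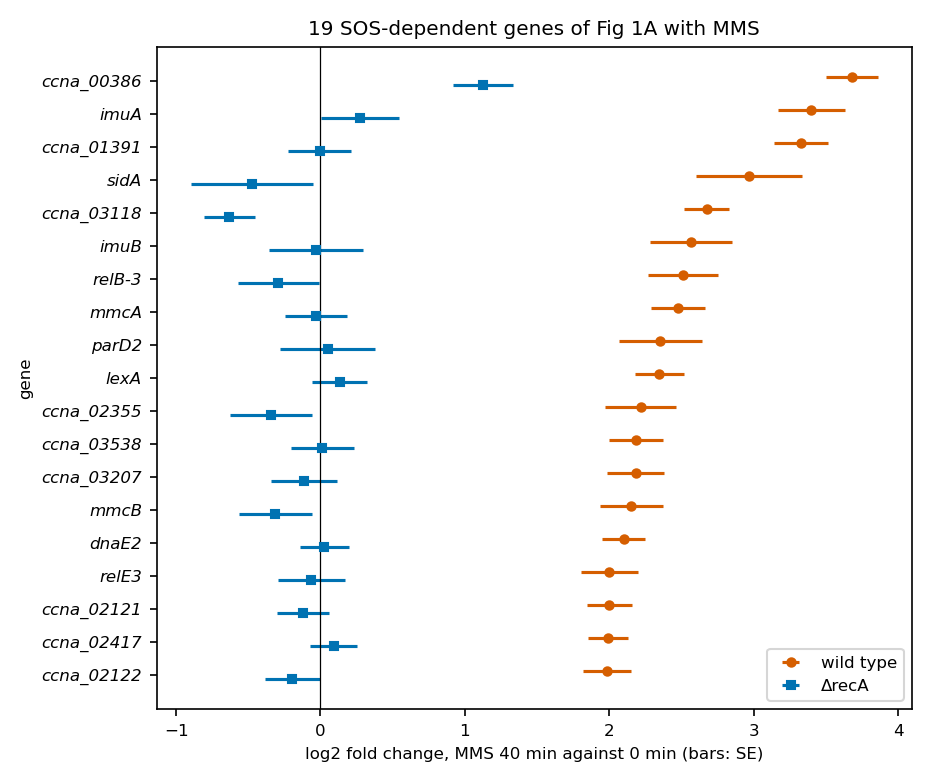
log2FC (MMS 40 min against 0 min) of the 19 SOS-dependent genes of Fig 1A in wild type and *ΔrecA*, with standard errors. Wild-type values have a median of 2.35 and *ΔrecA* values of −0.03.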

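*ccna_00745* lies at 802070 to 802774 on NC_011916.1. It rose from 2.33 ± 0.477 rescaled RPKM (SD, n = 4, 17 to 152 reads) in untreated wild type to 72.1 ± 11.8 (SD, n = 2, 586 to 782 reads) after 40 min in MMS. Its log2FC was 2.37 at 20 min and 4.46 at 40 min (standard error 0.23, adjusted p = 4.38e-12 from limma), and the libraries at 40 min stood above those at 20 min by 2.09 (adjusted p = 1.31e-04). None of the 24 genes in the heat map of Fig 1A had a larger log2FC at 40 min. Of all 3881 genes tested, *ccna_00745* ranked 3, behind *ccna_03935* (4.55, standard error 0.22) and *ccna_00744* (4.48, standard error 0.27). *ccna_00744* lies just before it, at 801752 to 802036. *ccna_03935*, at 802082 to 802519, lies inside *ccna_00745* and covers 62.1% of its length. It had 44.5% to 77.8% as many reads as *ccna_00745* in each library, so the reads of these genes cannot be separated in the deposited values. The 3 estimates differed by less than their standard errors. The response of *ccna_00745* to MMS exceeded that to MMC by 4.02 (adjusted p = 7.34e-10) and that to norfloxacin by 3.41 (adjusted p = 1.44e-08). Under norfloxacin it rose to 5.95 ± 1.74 rescaled RPKM at 40 min (log2FC 1.05, standard error 0.23, adjusted p = 0.00487). That call ended without norfloxacin 40 min replicate 1 (0.79), without untreated replicate 1 (0.97), with upper-quartile scaling (0.98), with 5 RPKM added (0.57), with RPKM as deposited (adjusted p = 0.333) and against the untreated libraries of like depth (0.88, adjusted p = 0.0684).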

We identified *ccna_00745* to be the highest induced under methylation damage in the transcriptome analysis (Fig 1A). This gene is co-operonic with a second gene *ccna_00746*, that is also induced in a methylation DNA damage-specific manner (S1A Fig). *ccna_00745* is Bioinformatically predicted to be a 2-oxoglutarate, Fe^2+^-dependent dioxygenase, similar to *E*. *coli alkB*, while *ccna_00746* is predicted to possess an Ada-like methyltransferase domain (PF01035) [9].

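*ccna_00746* (*cada1*) lies at 802771 to 803496 on NC_011916.1 and overlaps the end of *ccna_00745* by 4 bp. It rose with its neighbour, from 6.46 ± 0.755 rescaled RPKM (SD, n = 4) in untreated wild type to 87.8 ± 17.1 (SD, n = 2) after 40 min in MMS. This is a log2FC of 3.56 (standard error 0.14, adjusted p = 1.28e-13 from limma), after 1.69 at 20 min. In MMC its level at 40 min was 7.43 ± 0.471 (log2FC 0.18, adjusted p = 0.929). In norfloxacin it was 11.5 ± 1.99, and this log2FC of 0.74 had an adjusted p of 0.00165 but stayed under the fold threshold. The MMS libraries stood above the MMC libraries by 3.38 (adjusted p = 7.06e-12) and above the norfloxacin libraries by 2.83 (adjusted p = 1.30e-10). On the other side of *cada1*, the flagellar gene *tipF* had a log2FC of 0.10 at 40 min in MMS.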

To further corroborate the RNA-seq observations, we constructed a fluorescence-based readout for promoter activity of these genes (P_*ccna_00746*_*-yfp*). No significant expression of *yfp* was detected in the absence of damage (Fig 1B). We observed YFP expression from this construct only in cells treated with MMS, and not other DNA damaging agents MMC, norfloxacin and hydroxyurea (HU) (Figs 1B and S1B). We additionally utilized a second methylation damaging agent, streptozotocin (STZ), a naturally occurring antibiotic produced by *Streptomyces achromogenes* var. *streptozoticus* [36,37]. In this case as well, we observed YFP expression from the methylation damage-specific promoter (S1B Fig). These observations were distinct from those seen for a fluorescence reporter for the promoter of *sidA*, a known SOS-dependent gene [49], that has been reported to be induced under other types of DNA damage in a RecA-dependent manner [49,50]. Additionally, the P_*ccna_00746*_*-yfp* reporter exhibited methylation damage-dependent induction in cells lacking the *driD* transcription factor as well (S1C Fig). Thus, *Caulobacter* elicits a transcriptional response to methylation damage that is independent of the SOS as well as the DriD-dependent DNA damage responses.

We next investigated the temporal kinetics of the methylation-specific response in relation to the SOS response. For this, we carried out time-lapse imaging of cells carrying either the P_*ccna_00746*_*-yfp* or the P_*sidA*_*-yfp* reporter after MMS exposure. We observed that expression of *yfp* from the methylation damage-specific promoter expression was temporally delayed when compared to the SOS reporter (Fig 1C). Finally, we tested whether the induction kinetics of this response is adaptive. For this, we first exposed our promoter fusion strain to a low (0.5 mM) dose of MMS. This led to only a modest increase in the expression of P_*ccna_00746*_*-yfp* (S1C Fig). Consistent with an “adaptive” response [51], these pre-treated cells were able to induce P_*ccna_00746*_*-yfp* significantly faster as compared to untreated cells upon exposure to a higher dose (1.5 mM) of MMS (S1C Fig). Together, the *Caulobacter* methylation damage-specific response showcases key features of an adaptive response to methylation damage as reported in *E*. *coli*. Based on these observations, we henceforth refer to this response as the *Caulobacter* adaptive response to methylation damage.

### *Caulobacter* adaptive response to methylation damage is regulated by Cada2

Given the striking similarity between the adaptive responses of *Caulobacter* and *E*. *coli*, we wondered whether the *Caulobacter* response was regulated by an EcAda-like protein [52]. While we could not identify any EcAda-like protein in *Caulobacter*, we observed that 3 adaptive response candidates (*ccna_00746*, *ccna_03845*, and *ccna_00725*) possessed an Ada-like methyltransferase domain (PF01035) in their C-terminus region (Fig 2A). Intriguingly, domains corresponding to N-Ada of EcAda protein (required for forming sequence-specific interactions with the cognate Ada promoters) were split between *ccna_00746* (with A box-binding domain) and *ccna_03845* (with B box-binding domain) (Fig 2A). We thus annotated these as “*cada*” (***C****aulobacter* ***ada****ptive response*) genes *cada1*, *cada2*, and *cada3*.

**Fig 2:**
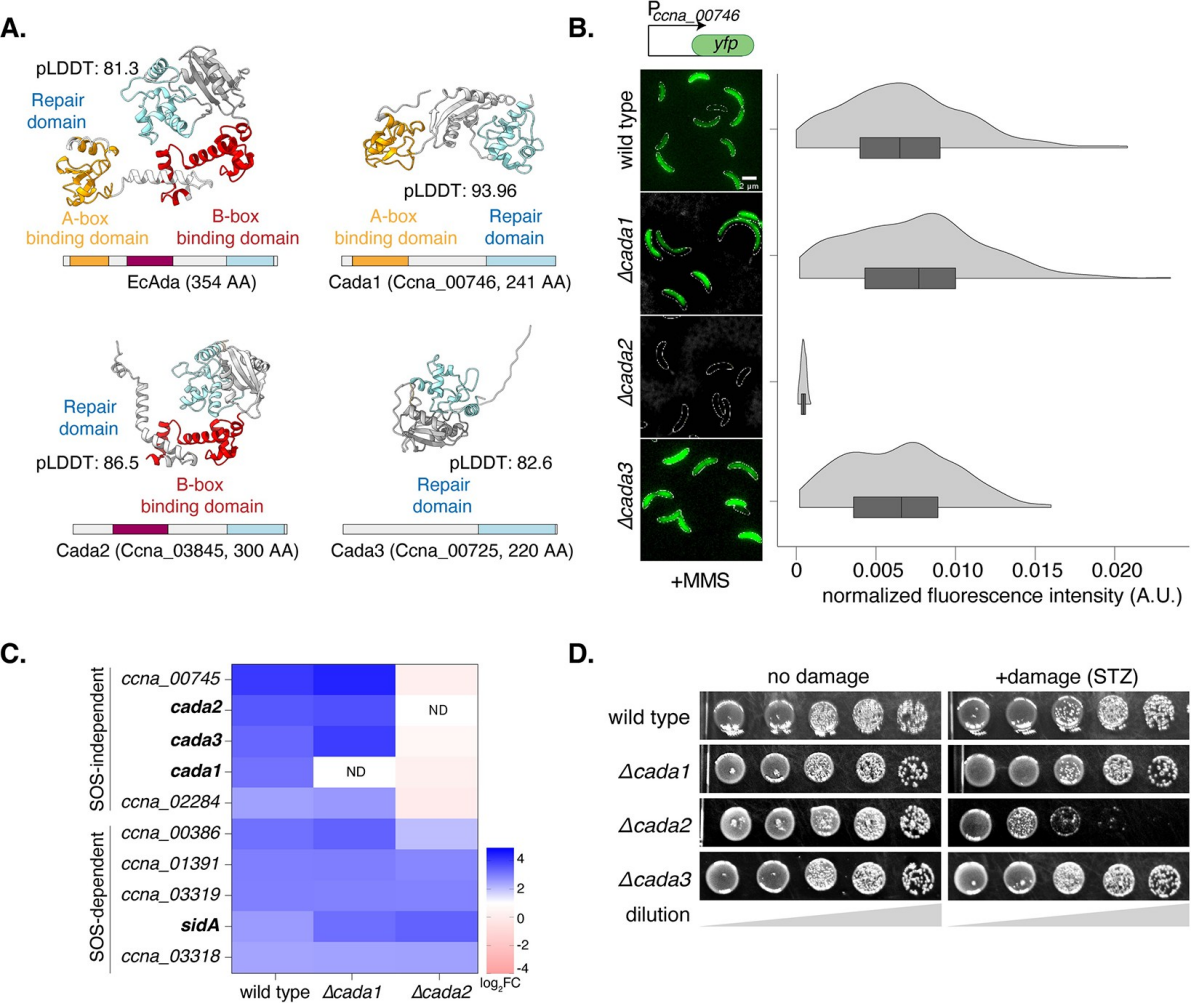
*Caulobacter* adaptive response to methylation damage is regulated by Cada2. **(A)** Comparative analysis of high-confidence Alphafold structural models of EcAda, Cada1, Cada2, and Cada3 proteins along with their domain organizations. **(B)** [Left] Representative cells showing P_*ccna_00746*_*-yfp* reporter induction in wild type (from Fig 1B) and individual deletion strains of the *cada* genes under 1.5 mM MMS damage. [Right] Violin plots showing fluorescence intensity distribution normalized to cell area from single cells (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. **(C)** Heat map of log_2_FC values from RNA-seq experiments for genes up-regulated in wild type, *Δcada1* and *Δcada2* cells following 1.5 mM MMS treatment. **(D)** Survival assay of individual deletions of *cada* genes with and without methylating agent (STZ) (5 μg/ml).

Next, we asked whether Cada1, Cada2, or Cada3 regulated the adaptive response. We deleted all 3 *cada* genes individually and assessed the activity of the P_*ccna_00746*_*-yfp* reporter. We found that only cells lacking *cada2* were unable to induce P_*ccna_00746*_*-yfp* under methylation damage (Fig 2B). In support, RNA-sequencing analysis revealed that other MMS-specific, RecA-independent genes were also not induced in cells lacking *cada2*, but were unaffected in cells lacking *cada1* (Fig 2C). Thus, A-box containing Cada1 does not drive gene expression under the adaptive response, while Cada2 possessing solely the B-box binding domain is required for response activation. 

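For the *Δcada1* and *Δcada2* strains, 2 libraries per strain were sequenced at each of 0, 20 and 40 min in 1.5 mM MMS. The *Δcada1* libraries held 1.48 to 1.91 M reads on coding genes (median 1.76) and the *Δcada2* libraries 1.10 to 2.28 M (median 1.79). In *Δcada2*, *cada2* had 0.968 to 1.65 rescaled RPKM (6 to 22 reads) in the 6 libraries, 7.7% to 13.1% of its mean in untreated wild type and at most 0.68% of that after 40 min in MMS. Reads remained on *cada1* in *Δcada1*, at 2.79 to 18.1 rescaled RPKM (21 to 112 reads) 43.2% to 280% of its mean in untreated wild type and at most 20.6% of that after 40 min in MMS. The part of the gene they cover was not analysed here. Values were processed as for the other strains, and each response was set against that of wild type by the difference of the log2FC. MMS up-regulated 55 genes at 20 min and 73 at 40 min in *Δcada1*, and 53 and 63 in *Δcada2*. It down-regulated 3 genes in *Δcada2* at 40 min. In limma no gene fell in *Δcada2* at 20 min or in *Δcada1* at 20 or 40 min. Past the fold threshold at an unadjusted p under 0.05, 0, 5 and 7 fell, with 0, 0 and 0 by limma-voom. With the replicate number as a block 0, 2 and 1 fell. Before damage, *cada2* itself was the only gene past the thresholds between *Δcada2* and wild type (log2FC −2.58, adjusted p = 9.68e-08). No gene passed the thresholds between untreated *Δcada1* and wild type in limma (0 by limma-voom). Past the fold threshold at an unadjusted p under 0.05, 3 genes were higher and 17 lower. *cada1* had a log2FC of −0.94 (adjusted p = 0.0059 from limma).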

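Without *cada2*, 4 other genes of the Cada2 regulon (*ccna_00745*, *cada1*, *cada3* and *ccna_02284*) responded less to MMS than in wild type by differences of −4.42 to −2.82, and *ccna_00254* by −1.27, a value near the thresholds. *ccna_00745* stood at 2.51 ± 0.442 rescaled RPKM before damage and at 2.67 ± 1.11 after 40 min in MMS in *Δcada2*, and at 3.29 ± 0.374 and 129 ± 1.63 in *Δcada1* (SD, n = 2 each). Its log2FC was 0.04 in *Δcada2* (standard error 0.27, adjusted p = 0.996 from limma) and 4.93 in *Δcada1* (adjusted p = 1.34e-11). The response in *Δcada2* was smaller than in wild type by a difference of −4.42 (standard error 0.35, adjusted p = 2.59e-08). *cada3* went from 2.03 ± 0.832 to 3.11 ± 0.649 in *Δcada2* (difference −3.19, standard error 0.38, adjusted p = 1.45e-05), and rose by 4.24 in *Δcada1*. *cada1* had a log2FC of 0.18 in *Δcada2* (difference −3.38, standard error 0.22, adjusted p = 1.91e-09). *ccna_02284* rose by 2.86 in *Δcada1* and had a log2FC of −0.05 in *Δcada2* (difference −2.82, adjusted p = 1.77e-06). *ccna_00254* rose by 1.13 in *Δcada1* and had a log2FC of 0.17 in *Δcada2* (difference −1.27, adjusted p = 0.045). Its smaller response no longer passed under 8 of 13 alternative settings, limma-voom and upper-quartile scaling among them, and when any 1 of the 8 untreated and MMS libraries of wild type, *Δcada2* 0 min replicate 2 or either *Δcada2* MMS 40 min library was left out. *cada2* rose by 4.32 in *Δcada1*. For the 5 genes other than *cada1*, the response in *Δcada1* differed from that in wild type by −0.31 (*ccna_00254*) to 0.59 (*cada3*), with an adjusted p of 0.999 for each and standard errors of up to 0.38. All 19 SOS-dependent genes of Fig 1A were up-regulated at 40 min in both strains, with a median log2FC of 2.41 in *Δcada1* and 2.40 in *Δcada2*.

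**Figure D3:**
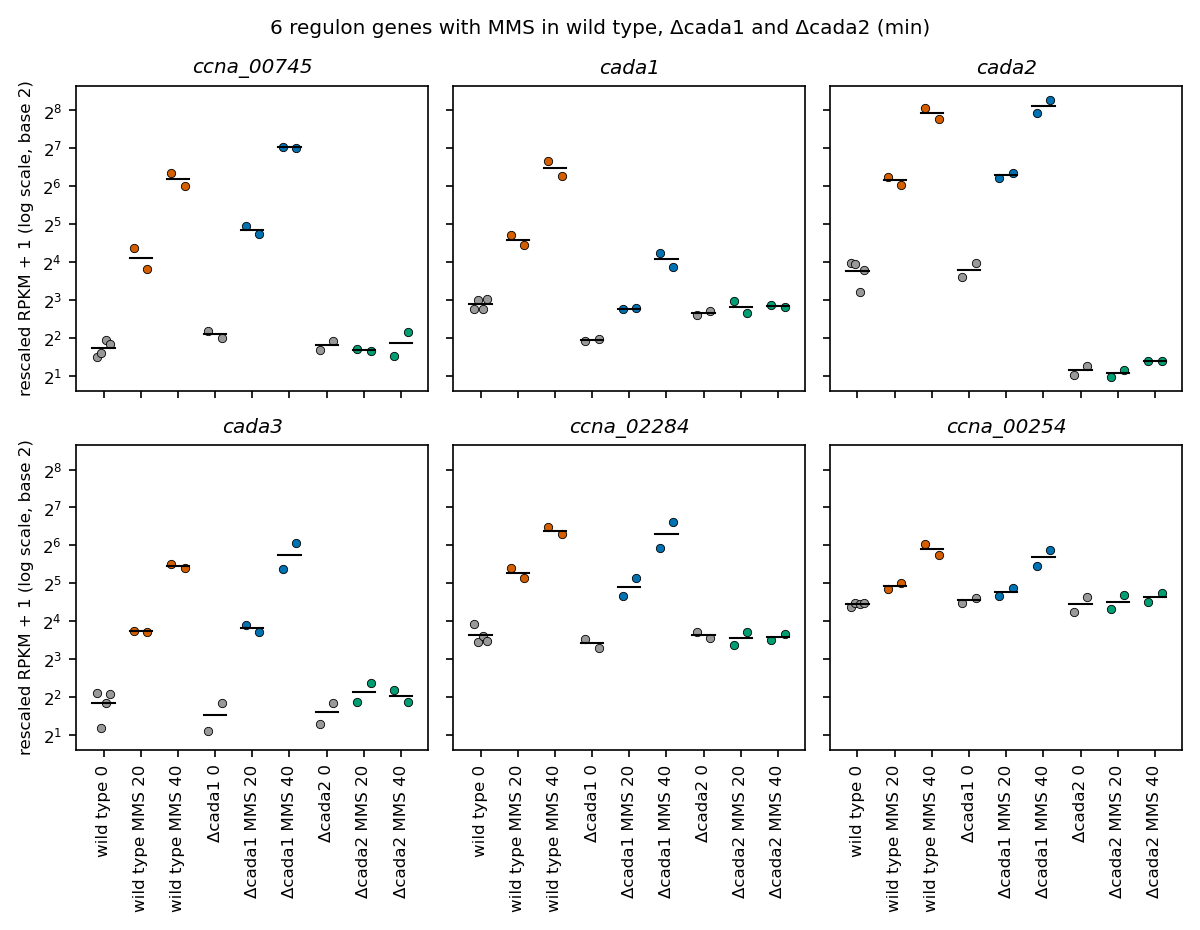
RPKM after rescaling (plus 1, log2 axis) of the 6 genes of the Cada2 regulon in wild type, *Δcada1* and *Δcada2* by time in MMS. Points are libraries and horizontal bars are group means, and at 40 min *ccna_00745* stood at 129 rescaled RPKM in *Δcada1* and 2.67 in *Δcada2*.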

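Over all genes, the response to MMS at 20 min was smaller in *Δcada2* than in wild type for 5 genes. Besides *cada2*, the deleted gene, these include *ccna_00745* (difference −2.49, standard error 0.35, adjusted p = 6.14e-04 from limma), *ccna_02284* (−1.76) and *cada1* (−1.53). At 40 min it was smaller for 12 genes, *cada2* included, and larger for 0 (0 by limma-voom, 1 with the replicate number as a block). At an unadjusted p under 0.05, 6 larger responses passed the fold threshold. In *Δcada1* the response differed at 20 min for 0 genes in limma (0 by limma-voom) and at 40 min for *cada1* alone. At 20 min, 6 larger and 3 smaller responses passed the fold threshold at an unadjusted p under 0.05. *cada1*, the deleted gene, still rose by 2.11 in *Δcada1* (standard error 0.17, adjusted p = 4.83e-09), from 2.87 ± 0.106 to 15.8 ± 3.19 rescaled RPKM (SD, n = 2 each), less than in wild type by a difference of −1.45 (standard error 0.22, adjusted p = 0.00519, or 0.0559 with the replicate number as a block). By limma-voom the 5 genes at 20 min in *Δcada2* became 0 and the 12 genes at 40 min became 8. Without wild type MMS 40 min replicate 2 the 12 became 7, and without wild type MMS 40 min replicate 1 or *Δcada1* MMS 40 min replicate 2 the response of *cada1* in *Δcada1* no longer passed. From the loss of induction in cells without *cada2* and its persistence in cells without *cada1*, the paper concludes that Cada2 is required to activate the adaptive response and that Cada1 does not drive it.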

We next tested cell survival upon exposure to MMS as well as STZ. We found that survival was significantly compromised specifically under STZ damage in cells lacking *cada2* (Figs 2D and S1E), suggesting that the Cada2-dependent adaptive response to methylation damage was an essential DDR pathway in *Caulobacter*. The difference in survival between the 2 methylating agents can be attributed to distinct patterns of methylation modifications induced by STZ and MMS [53]. Thus, it is possible that the extent of essentiality is nuanced and dependent on the proportions of various base modifications that a given methylating agent induces.

### Cada2 associates with adaptive response promoters in a sequence-specific manner

To determine whether Cada2 was directly responsible for the induction of the adaptive response genes under methylation damage, we performed ChIP-sequencing experiments (Fig 3A). For this, cells expressing *cada2-3x-flag* from its endogenous promoter were used. The flag-tagged strain resembled survival of wild-type cells under methylation DNA damage and damage-dependent expression of Cada2 was detected via western blot (S2A and S2B Fig). Using this strain, we carried out ChIP-seq experiments in the presence or absence of methylation damage (Fig 3A). We estimated Cada2-3xFlag enrichment across the *Caulobacter* genome under damage using untagged wild-type cells as control. This allowed us to identify bona fide Cada2-binding sites.

**Fig 3:**
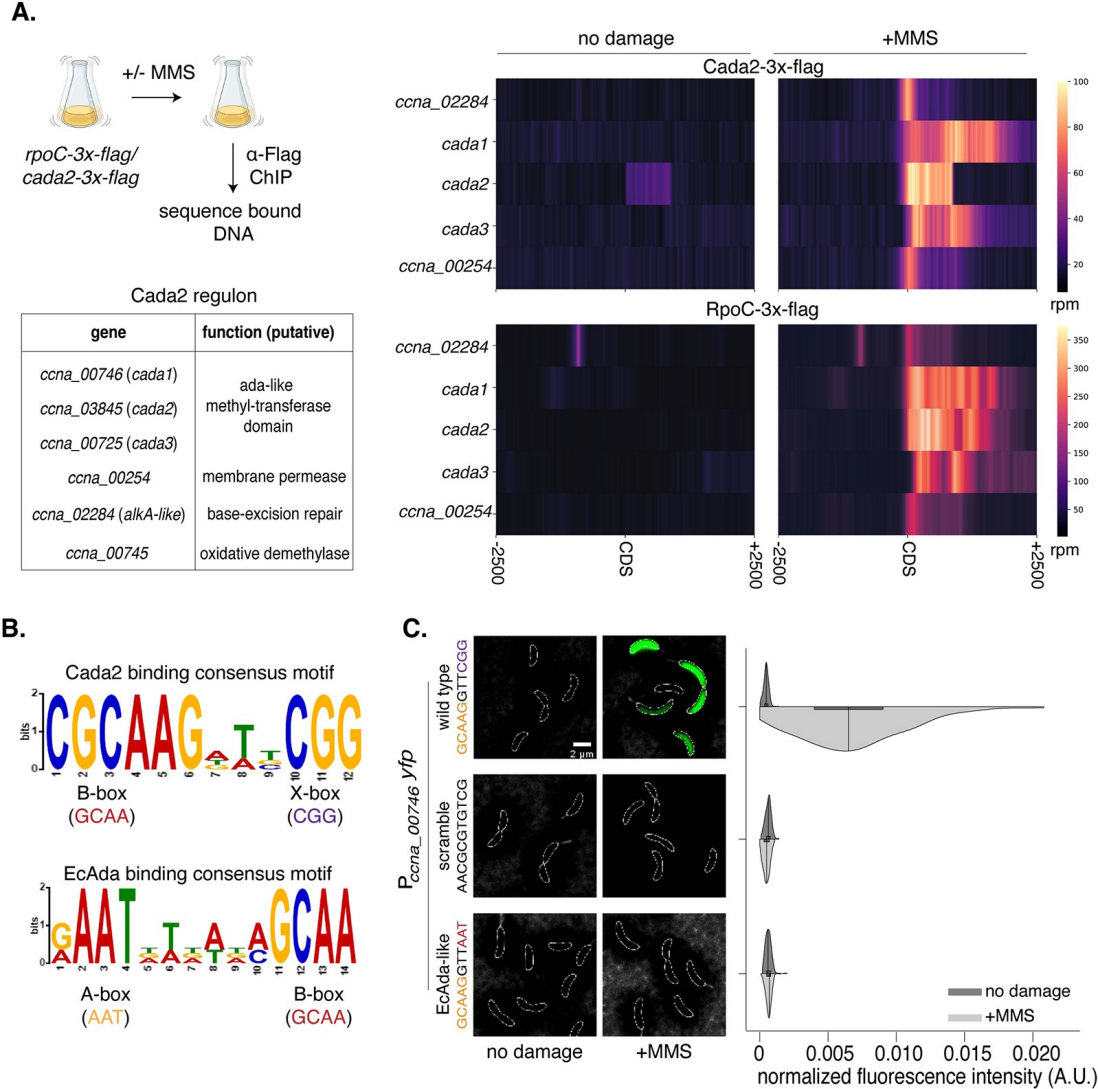
Cada2 associates with adaptive response promoters in a sequence-specific manner. **(A)** [Top left] Schematic of the ChIP-sequencing protocol. [Bottom left] Table showcasing the Cada2 regulon. Gene names and predicted functions are listed. [Top right] Normalized reads (in rpm) for *Cada2-3x-Flag* ChIP-seq represented ±2.5 kb around the CDS of the Cada2 regulon genes in the presence/absence of 1.5 mM MMS damage. [Bottom right] Data represented in a similar fashion for *RpoC-3x-Flag* ChIP-seq. **(B)** Binding consensus motif for Cada2 and EcAda derived from the promoters of the respective constituents of their regulon. **(C)** Representative cells showing induction of variants of the P_*ccna_00746*_*-yfp* reporter (scramble/*EcAda*-like) compared to wild type under 1.5 mM MMS damage. [Bottom right] Half-violin plots show fluorescence intensity distribution normalized to cell area from single cells for the reporter variants in the presence (dark) and absence of damage (light) (*n* = 300, from 3 biological replicates). Wild-type data are represented again from Fig 1B. The underlying data are available in S1 Data.

Under damage, we observed Cada2 enrichment at its own promoter as well as at other promoters of the adaptive response (Figs 3A, S2C, and S2D). This autoregulation of its own expression appears to be a conserved feature between EcAda [54] and Cada2. To further assess the methylation damage-dependent transcription of these genes, we performed ChIP-seq with flag-tagged RNA polymerase subunit C (RpoC-3xflag) construct. We did not observe localization of RpoC to the *cada2-*associated promoters in the absence of methylation damage (Figs 3A, S2C, and S2D). Upon exposure to damage, RpoC signal could be detected at the *cada2* promoter, as well as other adaptive response promoters (Figs 3A, S2C, and S2D). 

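Genes up-regulated by MMS at 40 min in wild type whose response was smaller in *Δcada2* numbered 12, with the deleted *cada2* among them. They hold the 6 genes of the table in Fig 3A (*cada1*, *cada2*, *cada3*, *ccna_00254*, *ccna_02284* and *ccna_00745*), though *ccna_00254* (−1.27, adjusted p = 0.045) dropped out under 8 of 13 alternative settings. Of the 6 others, 4 adjoin those genes. *ccna_03935* (difference −4.42, adjusted p = 1.66e-08 from limma) lies inside *ccna_00745* and may share its reads, which the deposited values cannot settle. *ccna_00744* (−4.06, adjusted p = 1.42e-06) and *ccna_00743* (800944 to 801510, −1.86, adjusted p = 0.0438) lie before it, and *ccna_03844* (4010206 to 4011498, −1.20, adjusted p = 0.045) lies before *cada2*. The remaining pair, *ccna_00385* (401527 to 402861) and *ccna_00386* (402858 to 403445), lies apart from all 6. *ccna_00386* rose from 9.33 ± 1.71 (SD, n = 4) to 130 ± 9.75 rescaled RPKM (SD, n = 2) in wild type, and from 9.03 ± 0.719 to 43.9 ± 0.116 in *Δcada2* (SD, n = 2 each), a difference of −1.52 (standard error 0.27, adjusted p = 0.00809). *ccna_00385* rose by 2.92 in wild type and 1.51 in *Δcada2* (difference −1.41, adjusted p = 0.0116). Without wild type MMS 40 min replicate 2 the list held 7 genes (the regulon except *ccna_00254*, with *ccna_00744* and *ccna_03935*), and these 7 were called under each of the 13 settings and without each of 14 libraries. Of those lost, *ccna_00385* also dropped out without wild type MMS 40 min replicate 1, *Δcada2* 0 min replicate 2 or *Δcada2* MMS 40 min replicate 2, against untreated libraries of like depth and with RPKM as deposited, and *ccna_00386* without *Δcada2* 0 min replicate 1, by limma-voom and with RPKM as deposited. *ccna_00743* dropped out under 6 of the settings and whichever of the 14 libraries was left out, and *ccna_03844* under 6 settings and without 9 libraries. With the replicate number as a block, *ccna_00743* was lost (adjusted p = 0.0533) and *ccna_00724* gained (−1.19, adjusted p = 0.0013).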

ChIP-seq results overlapped significantly with the Cada2-dependent up-regulated genes identified using RNA-seq experiments (approximately 83%). 

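The genes tabulated in Fig 3A rose together in MMS and lie at several places of the genome. There, *cada1* (*ccna_00746*), *cada2* (*ccna_03845*) and *cada3* (*ccna_00725*) carry an Ada-like methyltransferase domain, *ccna_02284* is an *alkA*-like gene of base excision repair, *ccna_00745* is a putative oxidative demethylase and *ccna_00254* a putative membrane permease. On NC_011916.1, *cada2* lies at 4011623 to 4012525, *cada3* at 780950 to 781612, *ccna_02284* at 2434123 to 2434764 and *ccna_00254* at 267164 to 268066, apart from the neighbours *ccna_00745* and *cada1*. All 6 were up-regulated by MMS in wild type at 40 min, and all 6 when adjusted over the list alone, but the list was chosen on these samples and is not independent evidence. Their median log2FC of 3.61 was above that of other genes (camera, adjusted p = 2.15e-36, or 5.16e-07 with an estimated correlation). At 20 min in wild type the log2FC was 2.42 for *cada2*, 1.92 for *cada3*, 1.65 for *ccna_02284* and 0.49 for *ccna_00254* (adjusted p = 0.391 from limma). From 20 to 40 min, 5 of the 6 rose further, such as *cada2* by 1.77 (adjusted p = 1.87e-04), *cada3* by 1.73 (adjusted p = 0.0028) and *cada1* by 1.88 (adjusted p = 6.91e-07). *ccna_00254* had a value of 0.95 (adjusted p = 0.0671) between these times. *recA*, of the SOS response, had a value of 0.19 between these times.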

Superimposing the 2 datasets allowed us to describe the Cada2 regulon comprising 6 genes (Fig 3A), most of which appear to have direct repair-associated activities.

We carried out MEME analysis of Cada2-bound regions to identify any sequence-specific DNA-binding motifs. This revealed 2 sequences consistent across all promoters of the *Caulobacter* adaptive response (Fig 3B). One of these sequences, “GCAA,” was identical to the B-box sequence motif bound by the B-box binding domain of EcAda (Fig 3B). Thus, we annotate it as the B-box motif in case of *Caulobacter* as well. We did not detect an A-box sequence motif (“AAT,” bound by EcAda A-box binding domain). We instead identified a second recurrent motif that was GC-rich (“CGG”). We annotated this as “X-box” sequence motif. These 2 sequence motifs were separated by a 3-base pair spacer that exhibited no recurrently conserved sequence, but seemed to be consistently AT-rich. Together, we annotated the B-box and X-box motif, separated by the AT-rich spacer as the Cada2 binding sequence motif (Fig 3B).

To assess whether this sequence is required for Cada2-mediated regulation, we scrambled the complete sequence in our P_*ccna_00746*_*-yfp* reporter construct. We found that such a reporter was no longer induced under methylation damage (Fig 3C). We next asked whether an EcAda-like DNA-binding motif comprising of an “A-box” instead of the “X-box” DNA motif could drive promoter activity by Cada2. Here too we observed that our reporter construct carrying an A and B box DNA motif was not responsive to methylation damage (Fig 3C). This suggests that the newly identified B+X-box motif is essential for the induction of the *Caulobacter* adaptive response.

### Cada2-like proteins are widespread and encode a novel DNA-binding domain

The absence of the A-box DNA motif as well as the A-box protein domain in case of Cada2 led us to hypothesize that the X-box DNA motif must likely have a cognate DNA binding region in the Cada2 protein. We thus performed a comprehensive computational search for all Cada2-like methyltransferases across the bacterial kingdom. For this, we built a hidden Markov model (HMM) [55] profile from a multiple-sequence alignment of Cada2-like proteins. As comparison, we followed the same process to identify EcAda-like [28,35] and AdaA-like [42] proteins as well. Phylogenomic distribution of these proteins across a curated, nonredundant database of diverse bacterial species showcased that they are abundant and widespread across all major bacterial phyla (Figs 4A, S3D, and S3E). Furthermore, Cada2-like proteins infrequently co-occurred with EcAda-like proteins in the same genome (approximately 7%, S3F Fig).

**Fig 4:**
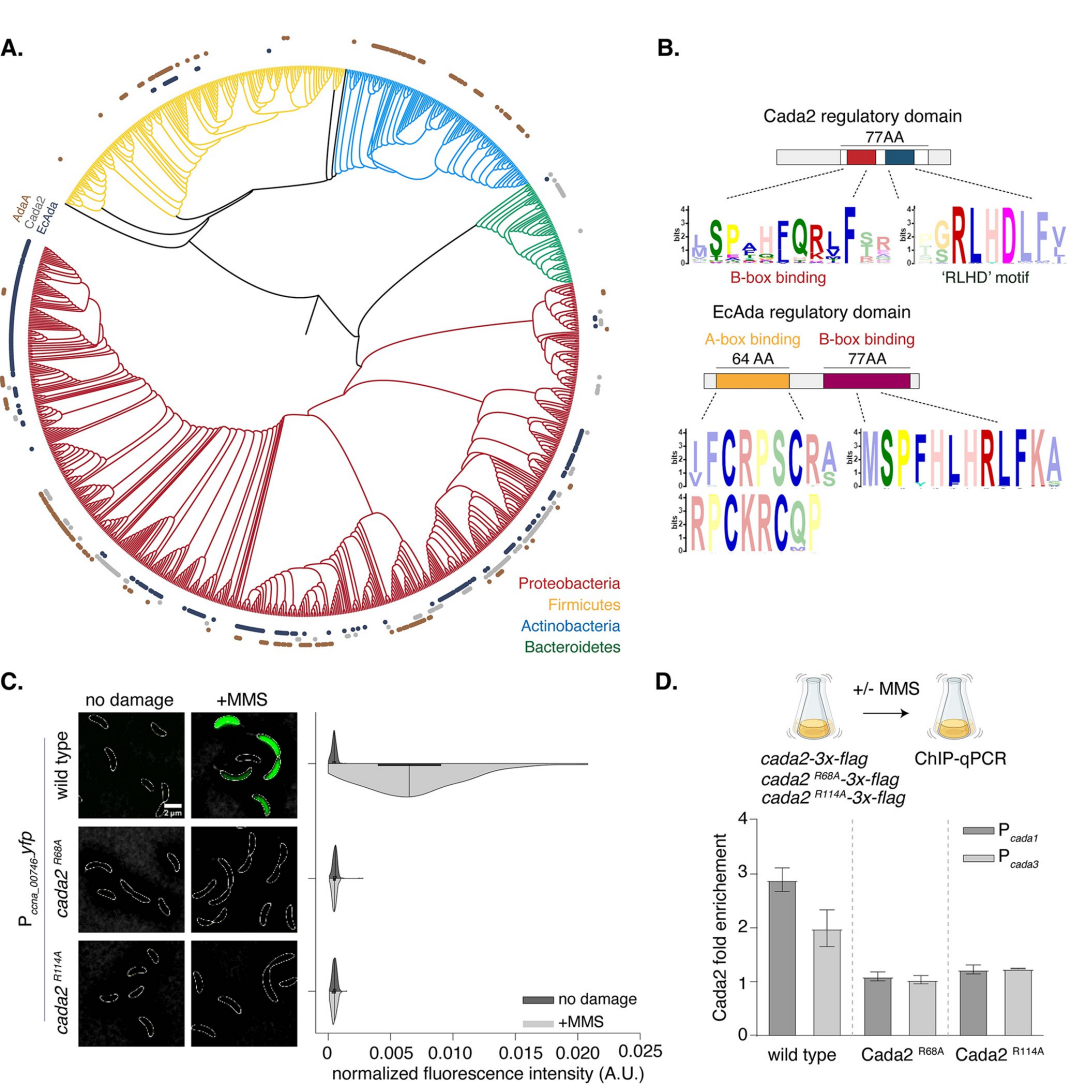
Cada2-like proteins are widespread and encode a novel DNA-binding domain. **(A)** Phylogenetic distribution at the genus level of EcAda-like (black), Cada2-like (gray), and AdaA-like (brown) proteins across the genomes of 4 bacterial phyla: proteobacteria (red), firmicutes (yellow), actinomycetes (blue), and bacteriodetes (green). Presence/absence is shown on a 16S rRNA-based phylogenetic tree of bacterial genomes. **(B)** [Top] MEME motif derived from the regulatory domain of 1,000 EcAda-like proteins. [Bottom] MEME motif derived from 1,000 Cada2-like proteins reveal conserved residues in the regulatory domain. **(C)** [Left] Representative images showing P_*ccna_00746*_*-yfp* reporter induction in wild type and *cada2* mutant (c*ada2*^*R68A*^ and c*ada2*^*R114A*^) background under 1.5 mM MMS damage. [Right] Half-violin plots show fluorescence intensity distribution normalized to cell area from single cells in the presence (dark) and absence of damage (light) (*n* = 300, from 3 biological replicates). Wild-type data are represented again from Fig 1B. The underlying data are available in S1 Data. **(D)** ChIP-qPCR comparing wild-type Cada2, Cada2^R68A^, and Cada2^R114A^ enrichment at *cada1* and *cada3* promoters following exposure to 1.5 mM MMS. In all cases, flag-tagged version of protein is expressed from a xylose-inducible promoter on a high-copy replicating vector (in a *Δcada2* background). Bar graphs represent mean fold enrichment in comparison to wild-type *cada2* (*n* = 3 independent repeats, error bars represent standard error). The underlying data are available in S1 Data.

We zoomed into the DNA-binding (regulatory) regions of EcAda and Cada2-like proteins to identify conserved and unique features. As anticipated, both classes of proteins encoded the B-box binding domain (marked by the conserved “SPHFQR” amino acid residues (Fig 4B)). It is likely that this region associates with the B-box DNA motif that can be found in both EcAda and Cada2 regulons. The 2 proteins deviated with regards to the A-box, with A-box (marked by the 4 cysteine residues) being conserved in all EcAda-like proteins (Fig 4B), but absent in all Cada2-like proteins. Instead, proximal to the putative B-box binding domain, Cada2-like proteins possessed a unique and highly conserved “RLHD” sequence domain (Fig 4B). We highlight here that the conservation of the RLHD domain is even more than that of the B-box. AlphaFold [56,57] model of the Cada2 protein predicted that this RLHD domain falls in a helix-turn-helix domain similar to the B-box binding domain (S3A Fig).

In support of the significance of these putative DNA-binding regions of Cada2, mutation of the conserved arginine (usually associated with DNA binding) in both domains to an alanine residue (B-box *cada2*^*R68A*^ and RLHD-motif *cada2*^*R114A*^) abrogated P_*ccna_00746*_*-yfp* reporter activity under methylation damage (Fig 4C). The 2 mutants were not compromised in expression and phenocopied the *cada2* deletion when assessed for survival under methylation damage (S3B and S3C Fig). Promoter binding was also compromised in both mutants as seen from ChIP-qPCR experiments for Cada2 association at promoter regions of genes belonging to the Cada2 regulon (Fig 4D). We conclude that the B-box and the novel and conserved “RLHD” domains on the Cada2 protein enable it to associate with its promoters in a sequence-specific manner.

### Cada2 is a methylation-responsive transcription factor

We noticed in the ChIP profiles that Cada2 appeared to be modestly enriched at its own promoter even in no damage conditions (Figs 3A, S2C, and S2D). This was in contrast to RNA polymerase that was observed to bind to the *cada2* promoter region only in the present of methylation damage (Figs 3A, S2C, and S2D). Indeed, *Caulobacter* induced the adaptive response only upon exposure to DNA methylation damage (Fig 1B), and overexpression of *cada2* from a xylose-inducible promoter was insufficient to induce expression from the P_*ccna_00746*_*-yfp* reporter in the absence of damage (Fig 5A).

**Fig 5:**
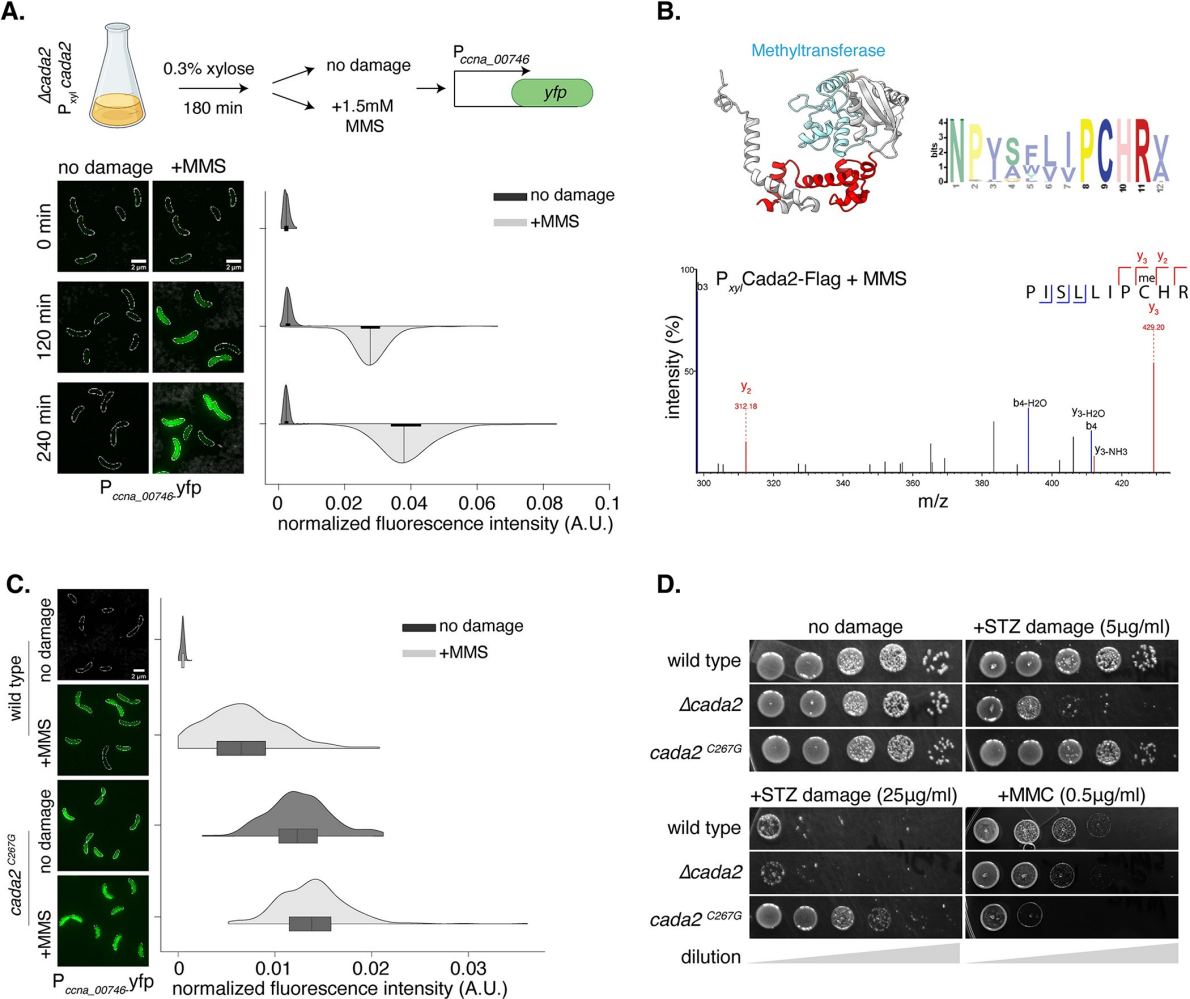
Cada2 is a methylation-dependent transcription factor. **(A)** [Top] Schematic representing experimental protocol for *cada2* overexpression analysis (see main text for details). [Bottom] Representative images and normalized fluorescence intensity for P_*ccna_00746*_*-yfp* expression where *cada2* is overexpressed from a xylose-inducible promoter in a *Δcada2* background in presence/absence of 1.5 mM MMS damage (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. **(B)** (Top left) Alphafold structure of Cada2 highlighting the presence of the methyltransferase domain is schematized. (Top right) MEME generated from 1,000 bacterial Cada2 proteins indicate conservation of the “PCHR” motif across methyltransferase domains. (Bottom) Zoomed in mass spectrometry fragmentation spectrum of a methylated peptide detected from a *cada2*-flag strain under 1.5 mM MMS exposure. The peptide (inset) includes the conserved “PCHR” motif of the Cada2 methyltransferase domain. Representative spectrum from 8 fragments across 2 biological replicates is shown. Methylation modification on Cys267 was detected in 6 out of 8 fragments. **(C)** [Left] Representative cells showing P_*ccna_00746*_*-yfp* reporter induction in wild type (from Fig 1B) and c*ada2*^*C267G*^ mutant under 1.5 mM MMS damage. [Right] Violin plots show fluorescence intensity distribution normalized to cell area from single cells (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. (D) Survival assay of c*ada2*^*C267G*^ mutant in the presence and absence of streptozotocin (5 and 25 μg/ml) and mitomycin C (0.5 μg/ml) damage.

We asked whether RNA polymerase recruitment to the promoter regions by Cada2 was mediated by physical interaction between Cada2 and the RNA polymerase holoenzyme, and if this step could be methylation dependent. We thus carried out bacterial-two-hybrid interaction analysis of Cada2 against various RNA polymerase holoenzyme subunits (RpoA, RpoB, RpoC, RpoD, and RpoZ). As a positive control, we used the helicase-nuclease protein complex components AddA and AddB [58]. In the presence of methylation damage, we observed interaction signal between Cada2 and RNA polymerase subunit A (S4A Fig).

How does methylation damage activate Cada2 function? Under damage, EcAda is posttranslationally methylated at conserved cysteine residues in its A-box binding and methyltransferase (“PCHR”) domains, respectively [59,60]. However, it is the methylation of Cys_38_ in the A-box binding domain that is required for its activation as a transcription factor via modulation of sequence-specific DNA binding affinity of EcAda [35]. While Cada2 lacks the A-box binding domain, it does possess the methyltransferase domain (in its C-terminus) (Fig 5B). Hence, we tested whether Cada2 is methylated post exposure to methylation DNA damage.

Using mass spectrometry, we identified a methylation modification on a cysteine residue (Cys_267_, part of the “P**C**HR” methyltransferase domain) of Cada2 in cells treated with methylation damage, with no detectable methylation in the absence of damage (Fig 5B). We mutated the Cys_267_ residue to an alanine to disrupt the methylation modification. This mutant, *cada2*^*C267A*^, was unable to drive the induction of the P_*ccna_00746*_*-yfp* reporter and phenocopied a *cada2* deletion under streptozotocin treatment (S4B and S4C Fig). Significantly, mutations in the promoter-binding domains of Cada2 (B-box *cada2*^*R68A*^ and RLHD-motif *cada2*^*R114A*^) did not affect the ability of Cada2 to act as a methyltransferase, suggesting that this activity occurred in a DNA sequence-independent manner (S4D Fig), and that methylation likely precedes the transcriptional response regulated by methylated Cada2.

To test if methylation of Cada2 was sufficient for its activation, we mutated the Cys_267_ residue to a glycine (*cada2*^*C267G*^). Such a mutation in the A-box of EcAda results in its constitutive activation as a transcription factor [35]. In contrast to the alanine mutant which abrogated *cada2* activity, we found that the *cada2*^*C267G*^ exhibited constitutive expression of the complete Cada2 regulon (S4E Fig). Consistent with this, the P_*ccna_00746*_*-yfp* reporter showed robust expression even in the absence of methylation damage (Fig 5C). Furthermore, *cada2*^*C267G*^ did not display growth defects associated with the *cada2* deletion or *cada2*^*C267A*^ under methylation damage (Figs 5D and S4C). Thus, it is likely that Cada2 is activated as a regulator of the *Caulobacter* adaptive response via methylation of the conserved cysteine in its methyltransferase domain (PF01035).

Given that the adaptive response was constitutively ON in *cada2*^*C267G*^ cells, we asked whether such cells would perform better that wild type under methylation damage (as they would resemble cells “primed/adapted” to methylation damage). Indeed, in comparison to wild-type cells, the *cada2*^*C267G*^ mutant had a significant growth advantage under methylation damage and appeared to have no growth defect in untreated conditions (Fig 5D). However, despite this growth advantage, sequence analysis of the “PCHR” domain in Cada2-like proteins showed that a constitutive “ON” version of this protein is not found in nature (Fig 5B, 1,000 nonredundant genomes analyzed). We thus wondered whether there could be growth conditions where such a response must remain repressed. To test this, we subjected wild-type and *cada2*^*C267G*^ mutant cells to MMC-treatment, an unrelated DNA damage condition where Cada2 activity is not essential and would ordinarily be in an “OFF” state. In contrast to the growth advantage under methylation damage, we observed that *cada2*^*C267G*^ cells were considerably compromised in growth in comparison to wild type when exposed to MMC (that induces mono-adducts and intra-strand crosslinks) (Fig 5D). While the molecular mechanism underlying Cada2 activation under methylation damage as well as the crosstalk in case of the *cada2*^*C267G*^ mutant requires further investigation, these observations support the possibility that methylation-specific regulation of Cada2 is important, due to antagonistic effects associated with this response being mis-regulated in other stress conditions.

### Regulatory features of Cada2 are conserved across bacteria and distinct from the EcAda paradigm

Taken together, the following regulatory features constitute the *Caulobacter* adaptive response: (a) Promoter regions of genes under this regulon carry a B-box motif (GCAA) and an X-box motif (CGG). (b) Cada2 protein N-terminus encodes B-box binding and RLHD domains that enable it to interact with promoter regions in a sequence-specific manner. (c) Cada2 protein C-terminus encodes a methyltransferase domain. Methylation of the conserved cysteine in this domain activates Cada2 as a transcription factor, likely via enabling interaction with RNA polymerase.

We asked how extrapolatable these observations would be across bacterial species. For this, we collated the presence or absence of the features listed above for a set of bacteria (including closely related and unrelated) that carry either an EcAda-like or Cada2-like protein (Fig 6A). To our surprise, we found that every organism that encoded an EcAda-like protein carried all the associated regulatory features for an *E*. *coli*-like adaptive response (Fig 6A), while organisms with Cada2-like protein had regulatory features observed in case of the *Caulobacter* adaptive response (Fig 6A).

**Fig 6:**
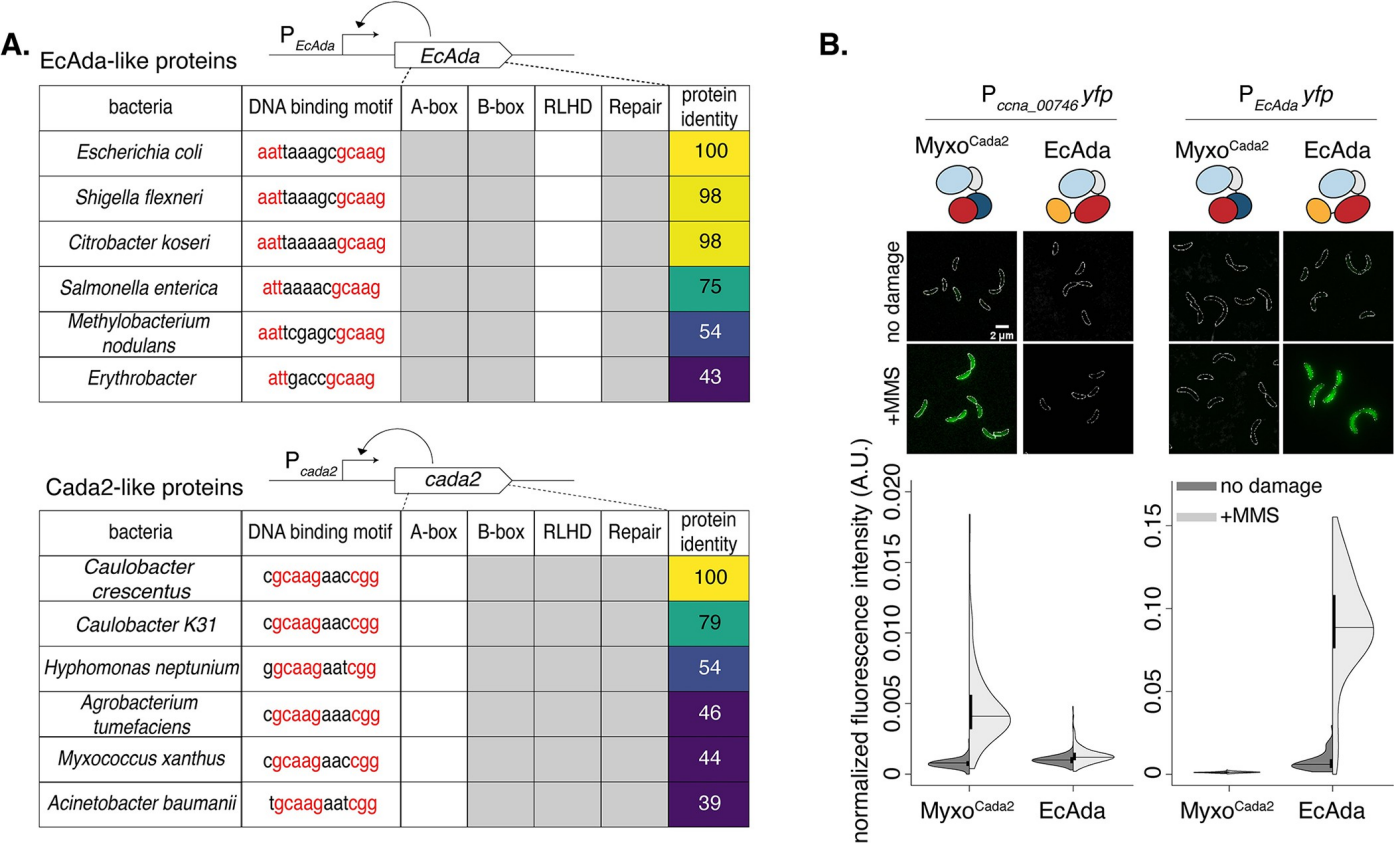
Regulatory features of Cada2 are conserved across bacteria and distinct from the EcAda paradigm. **(A)** Regulatory Ada methyltransferases such as EcAda and Cada2 are auto-regulatory; as represented in schematics, these proteins regulate activity of their own promoters (in a methylation-dependent manner). This allowed us to predict presence/absence of regulatory features in their respective promoters. The table represents conservation of regulatory features in the protein (A, B, or RLHD amino acid sequences) and in the cognate promoter sequences (A, B, or X Box DNA motif) of identified EcAda-like and Cada2-like proteins. Presence (gray) or absence of features (blank) is indicated along with % protein sequence. **(B)** Cada2 from *Myxococcus* (Myxo^Cada2^) can drive P_*ccna_00746*_*-yfp* induction in *Δcada2* in response to MMS damage, but cannot drive *yfp* expression from the *EcAda* promoter. Conversely, Ada from *E*. *coli* can activate expression of *yfp* from the *EcAda* promoter, but not from the P_*ccna_00746*_ promoter. The underlying data are available in S1 Data.

The conservation of the protein and promoter sequence across Cada2-like proteins motivated us to test whether these proteins are functionally inter-changeable. For this, we expressed a Cada2-like protein from *Myxococcus xanthus* (Cada2^myxo^) in *Caulobacter* lacking its own *cada2*. Cada2^myxo^ has overall low identity (44%) to the *Caulobacter* Cada2 protein; however, it shares high similarity in terms of conserved regulatory features (Fig 6A). As a control, we expressed EcAda in the same background to assess whether EcAda could complement the absence of Cada2. We found that Cada2^myxo^ was able to fully complement the absence of *Caulobacter cada2* under methylation damage, as assessed by cell survival as well as promoter activity of P_*ccna_00746*_*-yfp* (Figs 6B and S5A). In contrast, EcAda was not able to complement a *cada2* deletion phenotype (Fig 6B). This protein, expressed in *Caulobacter*, was fully proficient in driving expression of *yfp* from a promoter carrying the EcAda DNA binding sequence in a methylation-dependent manner (Fig 6B). However, the Cada2^myxo^ showed Cada2-specific activity and could not induce *yfp* expression from the EcAda reporter (Fig 6B). Together, these data illustrate the specificity, sufficiency, and necessity of the identified regulatory features in the control of the adaptive responses across bacteria.

## Discussion

In this study, we identify Cada2, a novel methylation damage-specific transcription factor conserved across all major phyla of bacteria. We further implicate a critical and conserved role for PTM-based activation of this class of bacterial transcription factors, albeit with varying mechanisms of action (Cada2 versus EcAda). We hypothesize that the organizational diversity observed across regulators of the adaptive response pathways are likely an adaptation to the physiological features of bacteria. The downstream adaptive response is, however, robust to this variability.

### Diverse mechanisms, unifying function

The mechanistic differences between Cada2 and EcAda would suggest that the response dynamics would also be dissimilar. Cada2 and EcAda use distinct DNA-binding domains to associate with their cognate promoters (B-box and “RLHD” domains versus A and B-box binding domains, respectively [35]). The 2 proteins are also activated as transcription factors in non-overlapping ways: In case of EcAda, methylation of the cysteine residue within the sequence-specific DNA-binding A-box domain activates it as a transcription factor [59,61]. In contrast, Cada2 activation occurs via PTM of the cysteine in its methyltransferase domain that is distally located from the sequence-specific DNA-bindings domain. Furthermore, unlike EcAda, unmethylated Cada2 appears to form sequence-specific interactions with its own promoter (Figs 3A and S2A). Presence of electrostatic repulsion (as in EcAda) would hinder this interaction. This would suggest that Cada2 acts via an alternate, non-electrostatic mechanism.

Yet despite these contrasts, the response kinetics are invariant between the 2 organisms. The adaptive response of *Caulobacter* is tightly regulated, showing low levels of expression (Ada OFF) in the absence of methylation DNA damage. Upon exposure to methylating agents, *Caulobacter* cells also elicit a delayed adaptive response, subsequent to the SOS response. Similar to the *E*. *coli* Ada response [31], the *Caulobacter* response exhibits bi-stability with a subpopulation of cells resembling expression of Ada OFF cells even in the presence of DNA methylation damage. Interestingly, the OFF population is abolished in a strain overexpressing Cada2, mirroring observations made in case of EcAda [31] (Figs 1B and 5A). The factors influencing the differences in the mechanisms of action of the response regulators, while retaining the defining features of the response itself are an important and exciting avenue for future investigations.

### Requirement for a methylation damage-specific response in bacteria

How pervasive is the adaptive response to methylation damage? Our computational analysis reveals that the regulatory Ada methyltransferase is widely conserved, but it appears to have diverse domain organizations (S3D and S3E Fig). Given the apparent modularity of these domains (S3D and S3E Fig), it is tempting to speculate that such diverse organizations arise as a result of domain-shuffling from a common ancestor protein [62–64]. Despite their prevalence, multiple regulators rarely occur on the same genome. A case in point is the comparison between EcAda and Cada2. We were able to detect only approximately 7% of genomes possessing both proteins. The genomes that encoded both EcAda and Cada2 displayed varied and unique regulatory circuits, including autoregulation as well as cross-regulation (S3F Fig).

What drives the observed diversity? Comparison of EcAda and Cada2 might provide a compelling hypothesis. Both EcAda and Cada2 share the B-box motif in their cognate promoters. However, instead of the AT-rich A-box motif observed in the promoters of EcAda regulon genes, Cada2 binds to a GC-rich X-box motif. This correlates well with the GC-content of the genomes that encode these proteins. The GC-content of the *E*. *coli* genome is approximately 50% (low), while the GC-content of the *Caulobacter* genome is approximately 67% (high). This hypothesis is consistent with previous studies that have also suggested the interdependence of genome GC-content and presence/absence of specific DNA repair pathways [65–68].

Thus, it is likely that distinguishing physiological characteristics of bacteria warrant organizational adaptation and domain reorganizations of regulatory Ada methyltransferases. However, regardless of the diversity observed at a regulator level, the adaptive response-like pathways seem to retain certain characteristics as emphasized previously. In this context, we highlight the PTM-based transcriptional switch required for activation and regulation of the response. It is possible that costs (e.g., Fig 5D) or fitness advantages associated with this response serve as constraining forces that render this system robust to variations in regulator organization, and yet drive the retention of key regulatory features. Together, the conservation of bacterial adaptive response mechanisms, albeit in diverse regulatory forms, underscores the fundamental requirement for a dedicated methylation-specific DNA damage response.

## Materials and methods

### Bacterial strains and growth conditions

All strains, plasmids, and oligos used in this study are listed in S1–S3 Tables, respectively. *Caulobacter crescentus* cells were grown at 30°C in peptone yeast extract (PYE) media (0.2% peptone, 0.1% yeast extract, and 0.06% MgSO_4_) and supplemented with antibiotics or inducers, as required, at suitable concentrations. For induction of *cada2* expression, 0.3% xylose was introduced into the cultures, unless otherwise stated.

### Fluorescence microscopy and image analysis

Imaging was performed on an epifluorescence, wide-field microscope (Eclipse Ti-2E, Nikon) with a 60×/1.4 NA oil immersion objective and a motorized stage. pE-4000 (CoolLED) was used as the LED excitation source. Exposure times for all *yfp* samples (λ = 490nm) was 500 ms and exposure was maintained at 50% of LED power. Images were captured using a Hamamatsu Orca Flash 4.0 camera. Focus was ensured via an infrared-based Perfect Focusing System (Nikon). Samples were prepared as detailed in [69]. For time course microscopy, 1 ml of cultures were aliquoted at various time points, pelleted and resuspended in appropriate volume of growth media, and 2 μl of the resuspended cells were spotted on 1% agarose (Invitrogen ultrapure) pads and imaged. For time lapse microscopy, 2 μl of culture were spotted on 1.5% low-melting GTG agarose pads supplemented with PYE media and 1.5 mM MMS damage. Throughout the duration of the time lapse, samples were grown in an OkoLab incubation chamber maintained at 30°C and imaged at regular intervals. Cell segmentation and fluorescence intensity analysis was carried out via Oufti software [70].

### RNA-sequencing

#### Sample collection

Overnight cultures of *Caulobacter* cells were back-diluted to 0.025 OD_600_ and grown at 30°C for 3 h. When OD_600_ of culture was approximately 0.1, DNA damage (MMS (1.5 mM)/MMC (0.25 μg/ml)/norfloxacin (8 μg/ml)) was introduced. Samples from 4 biological replicates were collected for no damage conditions and 2 biological replicates for samples in the presence of damage, and 2 ml of *Caulobacter* cells were harvested and spun at 10,000 g for 5 min. Supernatant was then discarded and the cell pellets were snap frozen with liquid nitrogen and stored at –80°C until the samples were further processed. Cells were harvested at 0, 20, and 40 min post DNA damage exposure.

#### RNA-extraction

RNA was extracted from the cell pellets according to a previous study [58]. Cells were lysed using 400 μl of pre-heated Trizol in a thermomixer at 65°C, 2000 rpm. The lysed cells were transferred to –80°C for a minimum of 30 min and were then centrifuged at 4°C. The supernatant was carefully transferred to 100% ethanol of equivalent volume. RNA was then extracted via the protocol mentioned in the Direct-zol RNA MiniPrep (Zymo, Cat. no. R2052) kit. The extracted RNA was then subjected to DNAse treatment in order to remove any genomic DNA from the sample. Total RNA from the samples was purified using the RNA Clean & Concentrator-25 (Zymo, Cat. no. R1018) kit. Integrity of the RNA was tested using Bioanalyzer instrument. mRNA was isolated from the total sample using the RiboMinus kit (Thermo, Cat. no. K155004) and submitted for RNA-seq at the NCBS next generation sequencing facility. Details regarding kits used for RNA library preparation and the sequencing platform used for the RNA-seq experiment are summarized in S4 Table.

### RNA-sequencing analysis

Raw reads for the sequencing results were obtained as fastq files. The reference genome sequence (.fna) and annotation (.gff) files for the *Caulobacter crescentus NA1000* strain (accession number: NC_011916.1) were downloaded from the NCBI file transfer protocol (ftp) website (“ftp.ncbi.nlm.nih.gov”). The raw read quality was checked using the FastQC software (version 0.11.5). Burrows–Wheeler Aligner (BWA) (version 0.7.17-r1188) was used to index the reference genome. Reads with raw read quality > = 20 were aligned to the indexed genome using the BWA aln -q option. Samtools (version 0.1.7) was used to filter out multi-mapped reads. Bedtools (version 2.26.0) was used to calculate the reads count per gene using the annotation file (.bed) [71]. The normalization and differential gene expression analysis for the samples with replicates were carried out using edgeR [72]. Samples were grouped together with their cognate biological replicates. To estimate differential gene expression, a quasi-likelihood F-test was applied comparing normalized read values from no damage samples to samples exposed to DNA damage. For *cada2*^*C267G*^ data, samples were normalized by calculating Reads per Kilobase per Million mapped reads (RPKM) along with a corresponding wild-type control. Fold change for *cada2*^*C267G*^ samples was calculated by comparing RPKM values with the wild-type control (in the absence of damage). A gene was defined as up-regulated based on 2 thresholds; in a certain condition if the log_2_ fold change (from control) of the gene is greater than or equal to 1 (i.e., the gene content has doubled in this condition) and if the false discovery rate across replicates was less than 0.05. Similarly, a gene was down-regulated in that condition if the gene’s log_2_ fold change from control was less than −1 and the false discovery rate across replicates is less than 0.05. DGE analysis was done using Google Colab with R version 4.2.3 (2023-03-15).

### Western blotting

Western blotting was performed as described in a previous study [73]. Briefly, overnight cultures in PYE media was back-diluted to 0.025 OD_600_ and grown at 30°C for 3 h. At approximately 0.1OD_600_, 1.5 mM MMS was added to the culture; 0, 2, and 4 h post introduction of DNA damage, cells corresponding to 0.6 OD_600_ were harvested. The culture was pelleted following which supernatant was discarded. The pelleted cells were resuspended in 200 μl of lysis buffer [500 mM Tris-HCL (pH 6.8), 8% SDS, 40% glycerol, 2-Mercaptoethanol, and sufficient amount of bromophenol blue] and heated at 95°C for 3 min. This was followed by 2 rounds of 30 s vortex spins, each followed by short spins. The resuspended cells were again heated to 95°C post which samples were loaded on to a 10% SDS-PAGE gel and subjected to electrophoresis. The resolved protein bands were then transferred on to a PVDF membrane and probed with anti-flag antibodies for estimation of Cada2 levels. The same samples were also probed with anti-RpoA antibodies in order to verify uniform loading of samples. The blots were developed using SuperSignal West PICO PLUS chemiluminescent substrate.

### Mass spectrometry

#### Sample collection

Cells overexpressing flag-tagged *wild-type cada2* or its mutants (*cada2*_*R68A*_, *cada2*_*R114A*_) from a xylose-inducible promoter in a *Δcada2* background were used. Overnight cultures grown in PYE media containing gentamycin was back-diluted to 0.025 OD_600_ and grown at 30°C for 3 h. At approximately 0.1OD_600_, 1.5 mM MMS and 0.3% xylose were added to the culture and culture volume corresponding to 0.6 OD_600_ was collected after 4 h of treatment. The culture was pelleted following which supernatant was discarded. The pelleted cells were resuspended in 200 μl of lysis buffer [500 mM Tris-HCL (pH 6.8), 8% SDS, 40% glycerol, 2-Mercaptoethanol, and sufficient amount of bromophenol blue] and heated at 95°C for 3 min. This was followed by 30 s vortex spin, followed by a short spin. The above 2 steps were repeated twice. The resuspended cells were again heated to 95°C post which samples were loaded on to a 10% SDS-PAGE gel and subjected to electrophoresis. The gel was appropriately resolved and stained with Coomassie dye. Bands corresponding to the size of Cada2-3x-Flag (approximately 37 kDa) were excised from the gel, resuspended in milliQ water, and submitted to the NCBS mass spectrometry facility for further processing.

#### Sample preparation and mass spectrometry

The excised gel fragments were first washed thrice with LC-MS water post which the supernatant water was discarded. Next, the gel pieces were chopped followed by destaining with 1:1 100 mM Triethyl ammonium bicarbonate (TEAB) with 100% acetonitrile (ACN). Post destaining, the supernatant was discarded. Approximately 200 μl of 100% ACN was then added and the sample was kept at room temperature till the gel pieces shrunk, following which the supernatant was discarded. The previous step of ACN addition was repeated for a second time. The gel pieces were allowed to dry for a few minutes at room temperature. Next, the gel was suspended in a minimum of 500 ng of Trypsin with 100 to 200 μl of 100 mM TEAB. The samples were then kept for overnight trypsin digestion at 37°C, and 100 μl of 100% ACN with 0.1% formic acid was then introduced to the digested sample and the digested sample were sonicated for 5 min. The supernatant was then collected into a fresh tube. The post-digestion step was repeated for a second time. The collected supernatant was then dried using a SpeedVac vacuum concentrator and reconstituted in 0.1% formic acid. This was followed by desalting post which samples were injected into Orbitrap Fusion Tribrid Mass Spectrometer coupled to a Thermo EASY nanoLC 1200 chromatographic system for mass spectrometry. The results were analyzed using the PeakStudio 8.0 for identifying peptide fragments and their associated PTMs (if any).

### Chromatin immunoprecipitation sequencing (ChIP-Seq)

Fifty ml PYE was sub-inoculated with overnight *Caulobacter crescentus* cultures to OD_600_ of 0.025, cultures were grown at 30°C for another 3 h with shaking at 250 rpm until reaching OD_600_ of 0.1. MMS (final concentration of 1.5 mM) was then added, and the cultures were outgrowth for another 2 or 4 h before fixation with formaldehyde. Controls of no MMS treatment were also included. Cells were fixed with formaldehyde (final concentration of 1%) at room temperature for 30 min, then quenched with 0.125 M glycine for another 15 min at room temperature. Cells were washed 3 times with 1× PBS (pH 7.4) and resuspended in 1 ml of lysis buffer [20 mM K-HEPES (pH 7.9), 50 mM KCl, 10% glycerol, and Roche EDTA-free protease inhibitors]. ChIP-seq was performed as described previously in Tran and colleagues [74]. Briefly, the cell suspension was sonicated on ice using a Soniprep 150 probe-type sonicator (11 cycles, 15s on, 15s off, at setting 8) to shear the chromatin to below 1 kb, and the cell debris was cleared by centrifugation (20 min at 13,000 rpm at 4°C). The supernatant was then transferred to a new 2 ml tube and the buffer conditions were adjusted to 10 mM Tris-HCl (pH 8), 150 mM NaCl, and 0.1% NP-40. Fifty microliters of the supernatant were transferred to a separate tube for control (the input fraction) and stored at −20°C. Meanwhile, antibodies-coupled beads were washed off storage buffers before being added to the above supernatant. α-M2 FLAG antibodies coupled to sepharose beads (Merck, United Kingdom) were employed for ChIP-seq of Cada2-FLAG and RpoC-FLAG. Briefly, 100 μl α-FLAG beads were washed off the storage buffer by repeated centrifugation and resuspension in IPP150 buffer [10 mM Tris-HCl (pH 8), 150 mM NaCl, and 0.1% NP-40]. Beads were then introduced to the cleared supernatant and incubated with gentle shaking at 4°C overnight. Beads were then washed 5 times at 4°C for 2 min each with 1 ml of IPP150 buffer, then twice at 4°C for 2 min each in 1× TE buffer [10 mM Tris-HCl (pH 8) and 1 mM EDTA]. Protein-DNA complexes were then eluted twice from the beads by incubating the beads first with 150 μl of the elution buffer [50 mM Tris-HCl (pH 8), 10 mM EDTA, and 1% SDS] at 65°C for 15 min, then with 100 μl of 1X TE buffer + 1% SDS for another 15 min at 65°C. The supernatant (the ChIP fraction) was then separated from the beads and further incubated at 65°C overnight to completely reverse the crosslink. The input fraction was also de-crosslinked by incubation with 200 μl of 1X TE buffer + 1% SDS at 65°C overnight. DNA from the ChIP and input fraction were then purified using the PCR purification kit (Qiagen) according to the manufacturer’s instruction, then eluted out in 40 μl water. Purified DNA was then made into libraries suitable for Illumina sequencing using the NEXT Ultra II library preparation kit (NEB, UK). ChIP libraries were sequenced on the Illumina Hiseq 2500 at the Tufts University Genomics facility.

### ChIP-seq analysis

Raw reads for the ChIP-seq results were obtained as fastq files. BWA was used in order to align the reads to the *Caulobacter* genome similar to analysis of RNA-seq data. The aligned reads in.bam format were converted into a .bed file format using the bamtobed option of Bedtools. Coverage at each nucleotide position was calculated using the Bedtools genomecov command. Subsequently, ChIP-seq profiles from these coverage files were plotted using a custom python script. Pearson correlation between ChIP-seq profiles for *cada2 flag* and *rpoC flag* was calculated using Numpy [75]. Peakzilla was used in order to identify bona fide enrichment peaks [76], and.bed files from *cada2 3xflag* or rpoC 3xflag ChIP-seq under MMS exposure were compared to untagged *wild type* cells treated under identical conditions for peak-calling.

### ChIP and quantitative PCR analysis

For quantitative-PCR (q-PCR) analysis of *cada1* and *cada3* promoter enrichment in ChIP experiments, purified DNA from both input and ChIP fractions was diluted 1:4 in water and 1 μl was used for qPCR using a SYBR Green JumpStart *Taq* ReadyMix (CAT S4438, Merck, UK) and a BioRad CFX96 instrument. Fold enrichments were calculated using the comparative Ct method (ΔΔCt) and represent the relative abundance of *cada1* and *cada3* promoter DNA compared to *rpoD* DNA as a negative control. All fold enrichment values represent the average of 3 biological replicates.

The following oligos were used in qPCR reactions:

cada1 (fw, TAGGACGCGACTGCTGA, rv, TCCTTTCGTGAGGAGACCA)

cada3 (fw, ATCGCCCGCATGGAATAC, rv, AGAAGGAAGCTACTACCGGAT)

rpoD (fw, TCAGGCCAAGAAGGAAATGG, rv, GCCTTCATCAGGCCGATATT).

### Survival assay

Overnight cultures of *Caulobacter* strains were back-diluted to OD_600_ 0.1. The cultures were incubated at 30°C for 3 h. All cultures were then normalized to 0.3 OD_600_ and serially diluted in 10-fold increments (10^−1^–10^−8^), and 6 μl of each dilution was spotted on PYE plates containing appropriate chemicals (DNA damaging agents/antibiotics/inducer). The plates were incubated at 30°C for 48 h post which survival of the respective strains was determined by counting the number of spots.

### Computational predictions of protein structures via AlphaFold

Three-dimensional structural predictions for EcAda, Cada1, Cada2, and Cada3 were made by ColabFold (AlphaFold2 coupled with MMSeq2 hosted on Google Colaboratory) [56,57]. Primary sequence of each protein was used as query sequence. Default parameters were used for other settings. Structural models shown in this paper are models with the highest pLDDT score.

### Computational analysis of protein conservation

All “complete” and “latest” (assembly_summary.txt; as of January 2017) genome information files for approximately 6,000 bacteria were downloaded from the NCBI ftp website using in-house scripts for whole-genome sequences (.fna), protein coding nucleotide sequences (.fna), RNA sequences (.fna), and protein sequences (.faa). All the organisms were assigned respective phylum based on the KEGG classification (https://www.genome.jp/kegg/genome.html; as of May 2018).

For identification of Ada domains and Ada variants, initial blastp was run using each of the 4 protein domain sequences of EcAda from *Escherichia coli MG1655* as the query sequence against the UniprotKB database with an E-value cutoff of 0.0001. The 4 domains of Ada include A-box, B-box, RNAse-like, and repair. The top 1,000 full-length sequence hits were downloaded from UniProt for all the 4 domains. A domain multiple sequence alignment (MSA) was made using phmmer–A option with the top 1,000 hits as the sequence database and *E*. *coli* domain sequences as the query. An hmm profile was built using the hmmbuild command for the MSA obtained in the previous step. To find domain homologs, hmmsearch command with an E-value cutoff of 0.0001 was used with the hmm profile as the query against a database of 5,973 bacterial genome sequences. These homolog searches were done using HMMER package v3.3. Different Ada variants were identified based on the assignment of the different combinations of Ada domains to the same protein.

A phylogenetic species tree was constructed using 16S rRNA sequences. One sequence per genome was extracted from a multi-fasta file. An MSA was built using muscle v3.8.31 with default options, followed by alignment trimming using BMGE v1.12. Using IQTREE v1.6.5, a maximum likelihood-based phylogeny was built with the best model chosen using ModelFinder (-m MF option) against 285 other models. Branch supports were assessed using both 1,000 ultrafast bootstrap approximations (-bb 1,000 –bnni option) and SH-like approximate likelihood ratio test (-alrt 1,000 option). Final tree for visualization was pruned to contain 4 major phyla—Proteobacteria, Actinobacteria, Firmicutes, and Bacteroidetes. Online tool Itol [77] was used for visualization and EcAda and Cada2 presence/absence was overlaid on the phylogeny.

For identification of essential regulatory motifs of Cada2 and EcAda, protein blast was run on the coding sequences of EcAda or Cada2 against the UniprotKB database with an E-value cutoff of 10. The top 1,000 full-length sequence hits were downloaded from UniProt for both proteins and were submitted to the MEME discovery program in order to identify conserved features.

## Supporting information

S1 Fig A methylation-specific DNA damage response in Caulobacter. **(A)** Heat map of log_2_FC values for genes up-regulated in wild-type cells following MMS, MMC, or Norfloxacin treatment. **(B)** [Left] Representative cells showing P_*ccna_00746*_*-yfp* reporter induction upon exposure to STZ, MMC, norfloxacin, and HU. [Right] Violin plots show fluorescence intensity distribution normalized to cell area from single cells (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. **(C)** [Left] Representative cells showing P_*ccna_00746*_*-yfp* reporter induction in *ΔdriD* background under 1.5 mM MMS damage. [Right] Violin plots showing fluorescence intensity distribution normalized to cell area from single cells (*n* = 300, from 3 biological replicates). The underlying data are available in S1 Data. **(D)** [Top] Schematic of the experimental protocol for testing the adaptive property of the *Caulobacter* methylation-specific damage response. Cultures of P_*ccna_00746*_*-yfp* cells were exposed to a sublethal dose of 0.5 mM either MMS (adapted) or no MMS (non-adapted). The cells were subsequently exposed to a higher dose of 1.5 mM MMS on agarose pads supplemented with PYE medium. [Bottom] Normalized fluorescence intensity kinetics was measured via time lapse microscopy over 3 h of lethal MMS exposure. Dotted lines (in dark) indicate mean time trace of induction kinetics while the shaded region (in light) indicates the standard deviation of all time traces for the respective conditions (here and for all other time lapse data) (*n* = 25). The underlying data are available in S1 Data. **(E)** Survival assay of individual deletions of *cada* genes with and without MMS exposure (1.5 mM).
(TIF)

S2 Fig Cada2 associates with adaptive response promoters in a sequence-specific manner. **(A)** Survival assay of *cada2-3x-flag* strain in the presence or absence of STZ damage (5 μg/ml). **(B)** Western blot showing Cada2-3x-flag levels at 0, 2, and 4 h after 1.5 mM MMS exposure. As a loading control, RpoA is probed. **(C)** ChIP-seq profiles for wild type (control), Cada2-3x-Flag, or RpoC-3x-Flag ±2.5 kb around *cada2* CDS before (no damage) and after (+damage) exposure to 1.5 mM MMS. **(D)** Zoomed-in ChIP-seq profiles for Cada2-3x-Flag and RpoC-3x-Flag ±2.5 kb around *cada2* CDS before and after exposure to 1.5 mM MMS.
(TIF)

S3 Fig Cada2-like proteins are widespread and encode a novel DNA-binding domain. **(A)** (Top) Domain organization and predicted Alphafold structure of Cada2 and EcAda is indicated. (Bottom) Closeup of the EcAda and Cada2 regulatory domain reveals that the Cada2 B-box binding domain (possessing the “SPFHQR” amino acid sequence) and the newly identified sequence-specific binding domain of Cada2 (possessing the “RLHD” amino acid sequence) are part of a helix-turn-helix domain similar to the B-box binding domain of EcAda. The position of these conserved motifs are highlighted and labeled as a ball-and-stick in the overall ribbon representation of the models. **(B)** Western blot of flag-tagged Cada2 mutants (Cada2^R68A^ and Cada2^R114A^) overexpressed in a *Δcada2* strain from a xylose-inducible promoter treated with MMS damage. **(C)** Survival assay of *cada2*^*R68A*^ and *cada2*^*R114A*^ with or without STZ damage. **(D)** [Left] Prevalence of EcAda-like, Cada2-like, and AdaA-like proteins estimated from a curated, nonredundant database of bacterial genomes is analyzed at the genus level. Numbers represent the presence of these proteins for the major bacterial clades. [Right] domain organization of the respective adaptive response regulatory proteins analyzed here. **(E)** [Left] As (D) for a curated, nonredundant database of bacterial genomes at the species level. [Right] Prevalence of other adaptive response methyltransferases estimated from a curated, nonredundant database of bacterial genomes is analyzed at the species level. **(F)** Table represents presence and absence of EcAda-like and Cada2-like proteins and their co-occurrence. In the instances of Cada2-EcAda co-occurrence, potential regulatory circuits predicted via identifying Cada2 and EcAda binding motif in their cognate promoters are shown.
(TIF)

S4 Fig Cada2 is a methylation-dependent transcription factor. **(A)** Bacterial two-hybrid assay to test interaction between Cada2 and RNA polymerase subunits. T18-Cada2 was tested for interaction with T25-RNA polymerase holoenzyme subunits with and without 1.5 mM MMS. The presence of red colonies indicated positive interaction. As a positive control AddA (T18) and AddB (T25) are used, and empty vectors (T18 and T25) are used as negative control. Representative images from 2 independent repeats are shown. **(B)** [Left] Representative cells showing P_*ccna_00746*_*-yfp* reporter induction in wild type and c*ada2*^*267A*^ mutant background under 1.5 mM MMS damage. [Right] Violin plots showing fluorescence intensity distribution normalized to cell area from single cells in the presence (dark) and absence of damage (light) (*n* = 200, from 2 biological replicates). Wild-type data are represented again from Fig 1B. The underlying data are available in S1 Data. **(C)** Survival assay of the *cada2 mutants* (*cada2*^*C267A*^ or c*ada2*^*C267G*^) with and without STZ damage (5 μg/ml). (D) [Above] Table representing peptides corresponding to the Cada2 methyltransferase domain bearing the “PCHR” motif as identified via mass spectrometry. In the absence of MMS, peptides corresponding to wild-type Cada2-flag are unmethylated. Upon exposure to MMS damage, peptides corresponding to wild type as well as mutant Cada2-3x-Flag exhibit methylation at the Cys^267^ residue. [Below] Representative mass spectrometry fragmentation patterns for peptides in the above table. In case of wild type (no damage) representative spectrum from 3 fragments across 2 biological replicates is shown. No methylation modification on Cys^267^ was detected. In case of Cada2^R68A^ representative spectrum from 4 fragments across 2 biological replicates is shown. Methylation modification on Cys^267^ was detected in 3 out of 4 fragments. In case of Cada2^R114A^ representative spectrum from 7 fragments across 2 biological replicates is shown. Methylation modification on Cys^267^ was detected in 5 out of 7 fragments. **(E)** Heat maps represent log_2_FC values for Cada2 regulon genes in wild type and *cada2*^*C267G*^ cells under MMS exposure.
(TIF)

S5 Fig Regulatory features of Cada2 are conserved across bacteria and distinct from the EcAda paradigm. **(A)** Survival assay of *Δcada2* strain overexpressing *cada2*^*caulo*^ or *cada2*^*myxo*^ (from xylose-inducible promoter) under methylation damage (5 μg/ml STZ). Survival of these strains was compared to a control strain comprising of an empty vector in a *Δcada2* background.
(TIF)

S1 Table Strains used in present study.

S2 Table Plasmids used in present study.

S3 Table Oligos used in present study.

S4 Table Kits used for preparing RNA libraries and sequencing platform used for the RNA-seq experiment.

S1 Data Numerical data underlying graphs and plots shown in main and supplementary figures.

S1 Raw Images Uncropped images for western blot in S2B and S3B Figs.

## Abbreviations

DDR: DNA damage response
HMM: hidden Markov model
MMS: methyl methane sulphonate
MSA: multiple sequence alignment
PTM: posttranslational modification
PYE: peptone yeast extract

# Supplementary material for: Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria
**Source:** PLoS Biol. 2024 Mar 11;22(3):e3002540. doi: 10.1371/journal.pbio.3002540
**Supplement:** S1 Table

**Table S1: Strains used in present study**

| **Strain** | **Genotype** | **Strain construction** |
| --- | --- | --- |
| CB15N | NA1000 | NA |
| NABC2 | *CB15N; ∆recA* | [1] |
| NABC581 | CB15N; P*_sidA_*-*YFP::kan^R^* | [2] |
| NABC477 | BTH101; pKT25-addB::kanR ; pUT18C-addA::carbR | [3] |
| NABC741 | CB15N; *rpoC-flag*::spec*^R^* | [4] |
| NABC735 | BTH101; pKT25; pUT18C | [5] |
| NABC815 | *CB15N; ∆driD* | [1] |
| NABC706 | CB15N; P*_ccna_00746_*-*YFP::kan^R^* | CB15N strain was transformed with pNABC735 plasmid to integrate *P_ccna_00746_-YFP* linked to *kan^R^* under the P*_xyl_* locus. |
| NABC707 | *CB15N; ∆cada1* | CB15N was transformed with pNABC736 plasmid to generate deletion of *cada1* through two-step recombination procedure (Skerker et al., 2005). |
| NABC708 | *CB15N; ∆cada2* | CB15N was transformed with pNABC737 plasmid to generate deletion of *cada2* through two-step recombination procedure (Skerker et al., 2005). |
| NABC709 | *CB15N; ∆cada3* | CB15N was transformed with pNABC738 plasmid to generate deletion of *cada3* through two-step recombination procedure (Skerker et al., 2005). |
| NABC710 | *CB15N; ∆cada1;* P*_ccna_00746_*-*YFP::kan^R^* | NABC707 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |
| NABC711 | *CB15N; ∆cada2;* P*_ccna_00746_*-*YFP::kan^R^* | NABC708 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |
| NABC712 | *CB15N; ∆cada3;* P*_ccna_00746_*-*YFP::kan^R^* | NABC709 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |
| NABC713 | *CB15N; ∆cada2;* pMT687-P*_xyl_-cada2::gent^R^* | NABC708 was transformed with pNABC739 plasmid. |
| NABC714 | CB15N; *cada2 (C267A)* | CB15N was transformed with *pNABC740* plasmid to generate a specific mutation in the conserved C267 residue of *cada2* through two-step recombination procedure (Skerker et al., 2005). |
| NABC715 | CB15N; *cada2 (C267A); P_ccna_00746_-YFP::kan^R^* | NABC714 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |
| NABC716 | CB15N; *cada2 (C267G)* | CB15N was transformed with p*NABC741* plasmid to generate deletion of *cada1* through two-step recombination procedure (Skerker et al., 2005). |
| NABC717 | CB15N; *cada2 (C267G);* P*_ccna_00746_-YFP::kan^R^* | NABC716 strain was transformed with pNABC735 plasmid to integrate Pccna_00746-YFP at the *xyl* locus. |
| NABC718 | CB15N; *cada2-flag*::spec*^R^* | CB15N strain was transformed with pNABC742 plasmid to integrate *cada2-flag* linked to *spec^R^* under the endogenous *cada2* locus. |
| NABC719 | CB15N; P*_ccna_00746_*-*YFP(scramble)::kan^R^* | CB15N strain was transformed with pNABC743 plasmid to integrate *P_ccna_00746_-YFP(scramble)* linked to *kan^R^* under the P*_xyl_* locus. |
| NABC720 | CB15N; P*_ccna_00746_*-*YFP(AT-rich)::kan^R^* | CB15N strain was transformed with pNABC744 plasmid to integrate P*_ccna_00746_*-*YFP(AT-rich)* linked to *kan^R^* under the P*_xyl_* locus. |
| NABC721 | CB15N; *cada2 (R68A)* | CB15N was transformed with *cada2 pNABC745* plasmid to generate a specific mutation in the conserved R68 residue of *cada2* through two-step recombination procedure (Skerker et al., 2005). |
| NABC722 | CB15N; *cada2 (R68A); P_ccna_00746_-YFP::kan^R^* | NABC721 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-YFP at the *xyl* locus. |
| NABC723 | CB15N; *cada2 (R114A)* | CB15N was transformed with pNABC746 plasmid to generate a specific mutation in the conserved R114 residue of *cada2* through two-step recombination procedure (Skerker et al., 2005). |
| NABC724 | CB15N; *cada2 (R114A); P_ccna_00746_-YFP::kan^R^* | NABC723 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |
| NABC725 | *CB15N; ∆cada2;*pMT463-P*_xyl_-cada2-flag::gent^R^* | NABC708 was transformed with pNABC747 plasmid. |
| NABC726 | *CB15N; ∆cada2;*pMT463-P*_xyl_-cada2(R68A)-flag::gent^R^* | NABC708 was transformed with pNABC748 plasmid. |
| NABC727 | *CB15N; ∆cada2;*pMT687-P*_xyl_-cada2(R114A)-flag::gent^R^* | NABC708 was transformed with pNABC749 plasmid. |
| NABC728 | *CB15N; ∆cada2;*pMT687-P*_xyl_-cada2(C267A)-flag::gent^R^* | NABC708 was transformed with pNABC750 plasmid. |
| NABC729 | *CB15N; ∆cada2;*pMT687-*P_xyl_-cada2^myxococcus^::gent^R^* | NABC708 was transformed with pMT463-pNABC751 plasmid. |
| NABC730 | *CB15N; ∆cada2;*pMT687-P*_xyl_-cada2^myxococcus^::gent^R^;* P*_ccna_00746_-YFP::kan^R^* | NABC711 was transformed with pNABC751 plasmid. |
| NABC731 | *CB15N; ∆cada2;*pMT687-*P_xyl_-EcAda::gent^R^;* P*_ccna_00746_-YFP::kan^R^* | NABC711 was transformed with pNABC752 plasmid. |
| NABC732 | *CB15N; ∆cada2;*P*_EcAda_-YFP::kan^R^* | NABC708 strain was transformed with pNABC753 plasmid to integrate P*_EcAda_*-*YFP* at the *xyl* locus. |
| NABC733 | *CB15N; ∆cada2;*pMT687-P*_xyl_-cada2^myxococcus^::gentR;* P*_EcAda_-YFP::kan^R^* | NABC732 was transformed with pNABC751 plasmid. |
| NABC734 | *CB15N; ∆cada2;*pMT687-P*_xyl_-EcAda::gent^R^;* P*_EcAda_-YFP::kan^R^* | NABC732 was transformed with pNABC752 plasmid. |
| NABC736 | BTH101; pKT25-rpoA::kan^R^ ; pUT18C-cada2::carb^R^ | BTH101 was co-transformed with pNABC754 and pNABC755 for the bacterial-two-hybrid assay |
| NABC737 | BTH101; pKT25-rpoB::kan^R^ ; pUT18C-cada2::carb^R^ | BTH101 was co-transformed with pNABC754 and pNABC756 for the bacterial-two-hybrid assay |
| NABC738 | BTH101; pKT25-rpoC::kan^R^ ; pUT18C-cada2::carb^R^ | BTH101 was co-transformed with pNABC754 and pNABC757 for the bacterial-two-hybrid assay |
| NABC739 | BTH101; pKT25-rpoD::kan^R^ ; pUT18C-cada2::carb^R^ | BTH101 was co-transformed with pNABC754 and pNABC758 for the bacterial-two-hybrid assay |
| NABC740 | BTH101; pKT25-rpoZ::kan^R^ ; pUT18C-cada2::carb^R^ | BTH101 was co-transformed with pNABC754 and pNABC759for the bacterial-two-hybrid assay |
| NABC819 | CB15N; ∆driD; P_ccna_00746_-YFP::kan^R^ | NABC815 strain was transformed with pNABC735 plasmid to integrate P*_ccna_00746_*-*YFP* at the *xyl* locus. |

**References:**

1. Modell JW, Kambara TK, Perchuk BS, Laub MT: **A DNA Damage-Induced, SOS-Independent Checkpoint Regulates Cell Division in *Caulobacter crescentus***. *PLoS Biology* 2014, **12**:e1001977.

2. Joseph AM, Nahar K, Daw S, Hasan MM, Lo R, Le TBK, Rahman KM, Badrinarayanan A: **Mechanistic insight into the repair of C8-linked pyrrolobenzodiazepine monomer-mediated DNA damage**. *RSC Med Chem* 2022, doi:10.1039/D2MD00194B.

3. Badrinarayanan A, Le TBK, Spille J-H, Cisse II, Laub MT: **Global analysis of double-strand break processing reveals in vivo properties of the helicase-nuclease complex AddAB**. *PLOS Genetics* 2017, **13**:e1006783.

4. Haakonsen DL, Yuan AH, Laub MT: **The bacterial cell cycle regulator GcrA is a σ70 cofactor that drives gene expression from a subset of methylated promoters**. *Genes Dev* 2015, **29**:2272–2286.

5. Chimthanawala A, Parmar JJ, Kumar S, Iyer KS, Rao M, Badrinarayanan A: **SMC protein RecN drives RecA filament translocation for in vivo homology search**. *Proc Natl Acad Sci U S A* 2022, **119**:e2209304119.

# Supplementary material for: Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria
**Source:** PLoS Biol. 2024 Mar 11;22(3):e3002540. doi: 10.1371/journal.pbio.3002540
**Supplement:** S2 Table

**Table S2: Plasmids used in present study**

| **Plasmid** | **Construction details** | **Antibiotic** |
| --- | --- | --- |
| pNPTS138 | [1] | Kanamycin |
| pXYFPC2 | [2] | Kanamycin |
| pBXMCS4 | [2] | Gentamicin |
| pMCS1 | [2] | Spectinomycin |
| pNABC735 | pXYFPC2 vector was amplified using AB_oligo_651 and AB_oligo_171 and P*_ccna_00746_*fragment was amplified from *Caulobacter* genomic DNA (gDNA). The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC736 | 600 bp fragments upstream and downstream of *cada1*(*ccna_00746*) genomic locus were amplified from *C. crescentus* gDNA. Primers pairs used for amplification were AMJ_oligo_047/AMJ_oligo_048 (upstream fragment) and AMJ_oligo_049/AMJ_oligo_050 (downstream fragment). These fragments were assembled with BamH1/Nhe1 linearized pNPTS138 vector using Gibson assembly. | Kanamycin |
| pNABC737 | 600 bp fragments upstream and downstream of *cada1*(*ccna_03845*) genomic locus were amplified from *C. crescentus* gDNA. Primers pairs used for amplification were AK_oligo_84/AK_oligo_85 (upstream fragment) and AK_oligo_86/AK_oligo_87 (downstream fragment). These fragments were assembled with BamH1/Nhe1 linearized pNPTS138 vector using Gibson assembly. | Kanamycin |
| pNABC738 | 600 bp fragments upstream and downstream of *cada1*(*ccna_00725*) genomic locus were amplified from *C. crescentus* gDNA. Primers pairs used for amplification were AK_oligo_174/AK_oligo_176(upstream fragment) and AK_oligo_175/AK_oligo_177 (downstream fragment). These fragments were assembled with BamH1/Nhe1 linearized pNPTS138 vector using Gibson assembly. | Kanamycin |
| pNABC739 | Full length *cada2* was amplified from the *C. crescentus* gDNA using AK_oligo_114 and AK_oligo_247. The amplified fragment and pBXMCS4 were both digested with NdeI/EcoRI and ligated to assemble the required construct. | Gentamicin |
| pNABC740 | 600bp upstream of the mutation site (C267) of *cada2* was amplified using AK_oligo_182 and AK_oligo_169 from *C. crescentus* gDNA. 600bp downstream of the mutation site (C267) of *cada2* was amplified using AK_oligo_183 and AK_oligo_168 from *C. crescentus* gDNA. pNPTS138 vector was digested with BamHI/NheI. The upstream fragment, downstream fragment and digested vector were assembled using Gibson assembly. AK_oligo_168 and AK_oligo_169 are overlapping oligos which harbor the desired mutant sequence. | Kanamycin |
| pNABC741 | 600bp upstream of the mutation site (C267) of *cada2* was amplified using AK_oligo_182 and AK_oligo_169 from *C. crescentus* gDNA. 600bp downstream of the mutation site (C267) of *cada2* was amplified using AK_oligo_183 and AK_oligo_168 from *C. crescentus* gDNA. pNPTS138 vector was digested with BamHI/NheI. The upstream fragment, downstream fragment and digested vector were assembled using Gibson assembly. AK_oligo_168 and AK_oligo_169 are overlapping oligos which harbor the desired mutant sequence. | Kanamycin |
| pNABC742 | Full length *cada2* was amplified from the *C. crescentus* gDNA using AK_oligo_114 and AK_oligo_115. The amplified fragment and pMCS1 were both digested with NdeI/EcoRI and ligated to assemble the required construct. | Spectinomycin |
| pNABC743 | pXYFPC2 vector was amplified using AB_oligo_651 and AB_oligo_652. P*_ccna_00746_*-*yfp* (scramble) was amplified from pNABC735 by using overlapping primer pairs with the scrambled sequnce (AK_oligo_49,AK_oligo_260 and AK_oligo_259, AC_oligo_321). | Kanamycin |
| pNABC744 | pXYFPC2 vector was amplified using AB_oligo_651 and AB_oligo_652. P*_ccna_00746_*-*yfp* (AT-rich) was amplified from pNABC735 by using overlapping primer pairs with the scrambled sequnce (AK_oligo_49,AK_oligo_258 and AK_oligo_257, AC_oligo_321). | Kanamycin |
| pNABC745 | 600bp upstream of the mutation site (R68) of *cada2* was amplified using AK_oligo_220 and AK_oligo_221 from *C. crescentus* gDNA. 600bp downstream of the mutation site (R68) of *cada2* was amplified using AK_oligo_222 and AK_oligo_223 from *C. crescentus* gDNA. pNPTS138 vector was digested with BamHI/NheI. The upstream fragment, downstream fragment and digested vector were assembled using Gibson assembly. AK_oligo_221 and AK_oligo_222 are overlapping oligos which harbor the desired mutant sequence. | Kanamycin |
| pNABC746 | 600bp upstream of the mutation site (R114) of *cada2* was amplified using AK_oligo_252 and AK_oligo_255 from *C. crescentus* gDNA. 600bp downstream of the mutation site (R114) of *cada2* was amplified using AK_oligo_253 and AK_oligo_254 from *C. crescentus* gDNA. pNPTS138 vector was digested with BamHI/NheI. The upstream fragment, downstream fragment and digested vector were assembled using Gibson assembly. AK_oligo_254 and AK_oligo_255 are overlapping oligos which harbor the desired mutant sequence. | Kanamycin |
| pNABC747 | *pBXMCS4 vector was amplified using KM_oligo_72 and KM_oligo_73. cada2 flag* fragment was amplified from *cada2 flag* strain using AK_oligo_278 and AK_oligo_279. The vector and insert fragments were assembled with Gibson assembly. | Gentamicin |
| pNABC748 | NABC747 vector was amplified using AK_oligo_73 and AK_oligo_284. Full length *cada2^R68A^* was amplified from the *NABC721* gDNA using AK_oligo_278 and AK_oligo_283. | Gentamicin |
| pNABC749 | NABC747 vector was amplified using AK_oligo_73 and AK_oligo_284. Full length *cada2^R114A^* was amplified from the *NABC721* gDNA using AK_oligo_278 and AK_oligo_283. | Gentamicin |
| pNABC750 | NABC747 vector was amplified using AK_oligo_73 and AK_oligo_284. Full length *cada2^R68A^* was amplified from the *NABC714* gDNA using AK_oligo_278 and AK_oligo_283. | Gentamicin |
| pNABC751 | Full length *cada2^myxo^* was amplified from the *myxococcus xanthusDK1622* gDNA using AK_oligo_263 and AK_oligo_264. The amplified fragment and pBXMCS4 were both digested with NdeI/EcoRI and ligated to assemble the required construct. | Gentamicin |
| pNABC752 | pBXMCS4 vector was amplified using KM_oligo_73 and AK_oligo_280. Full length *EcAda* was amplified from the *E.coli* gDNA using AK_oligo_281 and AK_oligo_282. The vector and insert fragments were assembled with Gibson assembly. | Gentamicin |
| pNABC753 | pXYFPC2 vector was amplified using AB_oligo_651 and AB_oligo_171 and P*_EcAda_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_264 and AK_oligo_265. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC754 | Full length *cada2* was amplified from the *C. crescentus* gDNA using AK_oligo_94 and AK_oligo_108. The amplified fragment and pUT18C were both digested with BamHI/KpnI and ligated to assemble the required construct. | Carbenicillin |
| pNABC755 | Full length *rpoA* was amplified from the *C. crescentus* gDNA using AC_oligo_112 and AK_oligo_113. The amplified fragment and pkT25 were both digested with BamHI/KpnI and ligated to assemble the required construct. | Kanamycin |
| pNABC756 | Full length *rpoB* was amplified from the *C. crescentus* gDNA using AC_oligo_114 and AK_oligo_115. The amplified fragment and pkT25 were both digested with BamHI/KpnI and ligated to assemble the required construct. | Kanamycin |
| pNABC757 | Full length *rpoC* was amplified from the *C. crescentus* gDNA using AC_oligo_116 and AK_oligo_117. The amplified fragment and pkT25 were both digested with BamHI/KpnI and ligated to assemble the required construct. | Kanamycin |
| pNABC758 | Full length *rpoD* was amplified from the *C. crescentus* gDNA using AC_oligo_118 and AK_oligo_119. The amplified fragment and pkT25 were both digested with BamHI/KpnI and ligated to assemble the required construct. | Kanamycin |

**References:**

1. Skerker JM, Laub MT: **Cell-cycle progression and the generation of asymmetry in *Caulobacter crescentus***. *Nat Rev Microbiol* 2004, **2**:325–337.

2. Thanbichler M, Iniesta AA, Shapiro L: **A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus***. *Nucleic Acids Res* 2007, **35**:e137.

# Supplementary material for: Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria
**Source:** PLoS Biol. 2024 Mar 11;22(3):e3002540. doi: 10.1371/journal.pbio.3002540
**Supplement:** S3 Table

**Table S3: Oligos used in present study**

# Supplementary material for: Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria
**Source:** PLoS Biol. 2024 Mar 11;22(3):e3002540. doi: 10.1371/journal.pbio.3002540
**Supplement:** S4 Table

**Table S4: Kits used for preparing RNA libraries and sequencing platform used for the RNA-seq experiment**

| **Background** | **treatment condition** | **RNA library preparation kit** | **Sequencing platform** |
| --- | --- | --- | --- |
| *wild type* | MMS | NEBNext® Ultra™ II Directional RNA Library Prep with Sample Purification Beads (Catalog no-E7765L) | Illumina Hiseq2500 |
| *ΔrecA* | MMS |  |  |
| *Δcada1* | MMS |  |  |
| *Δcada2* | MMS |  |  |
| *wild type* | MMC | NEBNext® Ultra™ II Directional RNA Library Prep with Sample Purification Beads (Catalog no-E7765L) | Illumin Novaseq4000 |
| *wild type* | Norfloxacin |  |  |

# Supplementary material for: Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria
**Source:** PLoS Biol. 2024 Mar 11;22(3):e3002540. doi: 10.1371/journal.pbio.3002540
**Supplement:** S1 Raw Images

Figure S2.B Anti-flag

Without contrast_raw

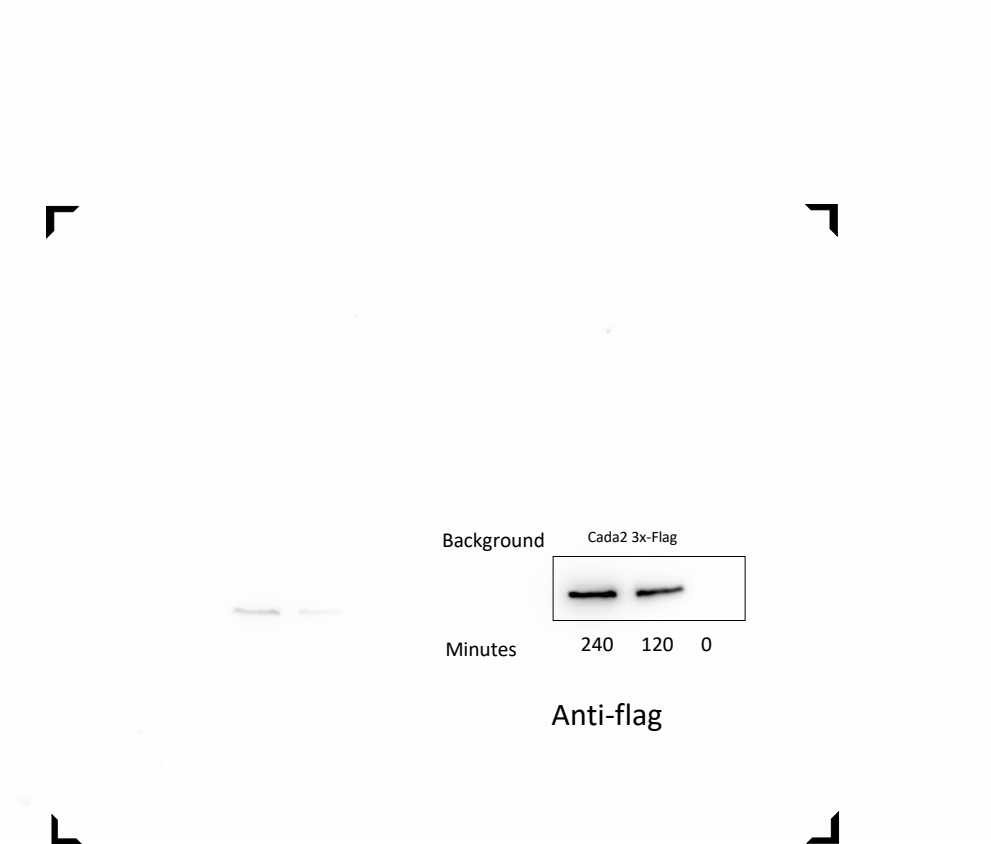

With contrast and ladder overlaid

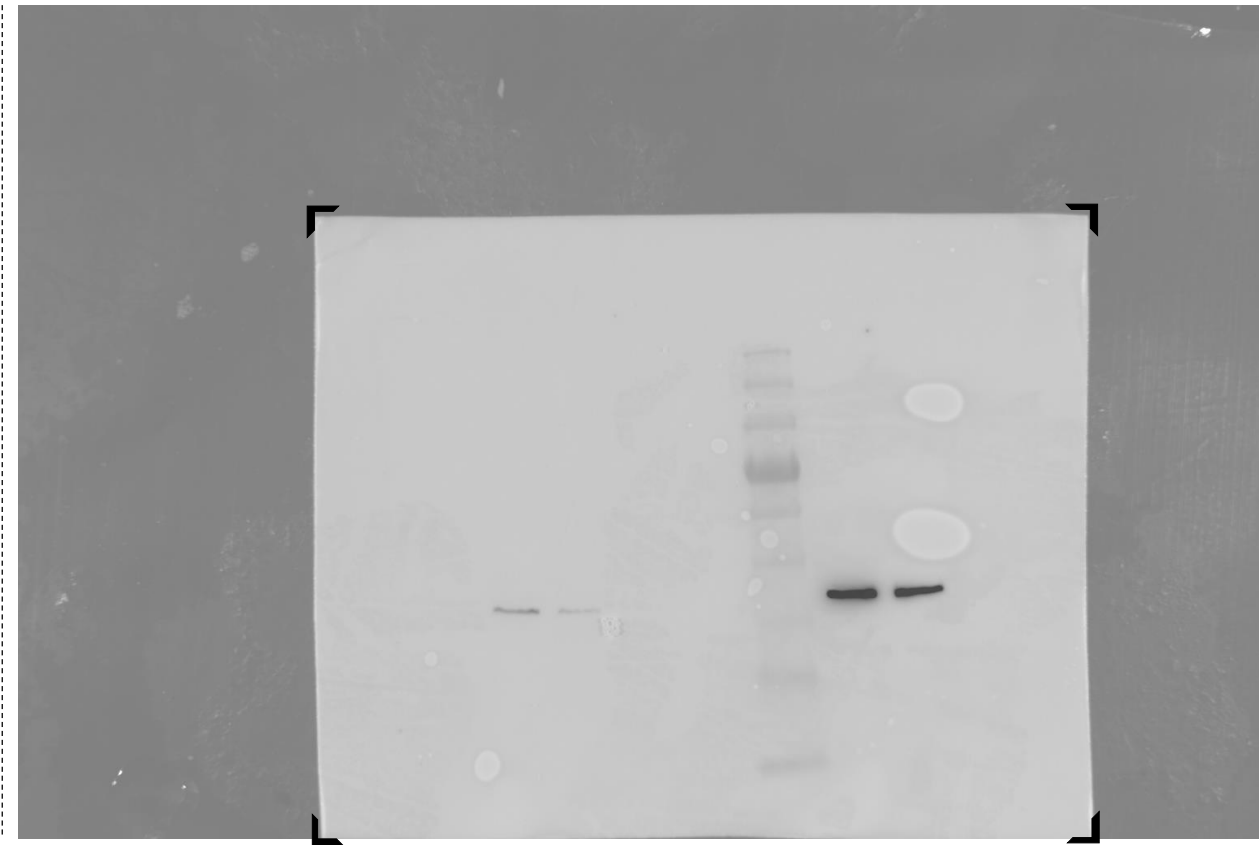

Figure S2.B Anti-RpoA

Without contrast_raw

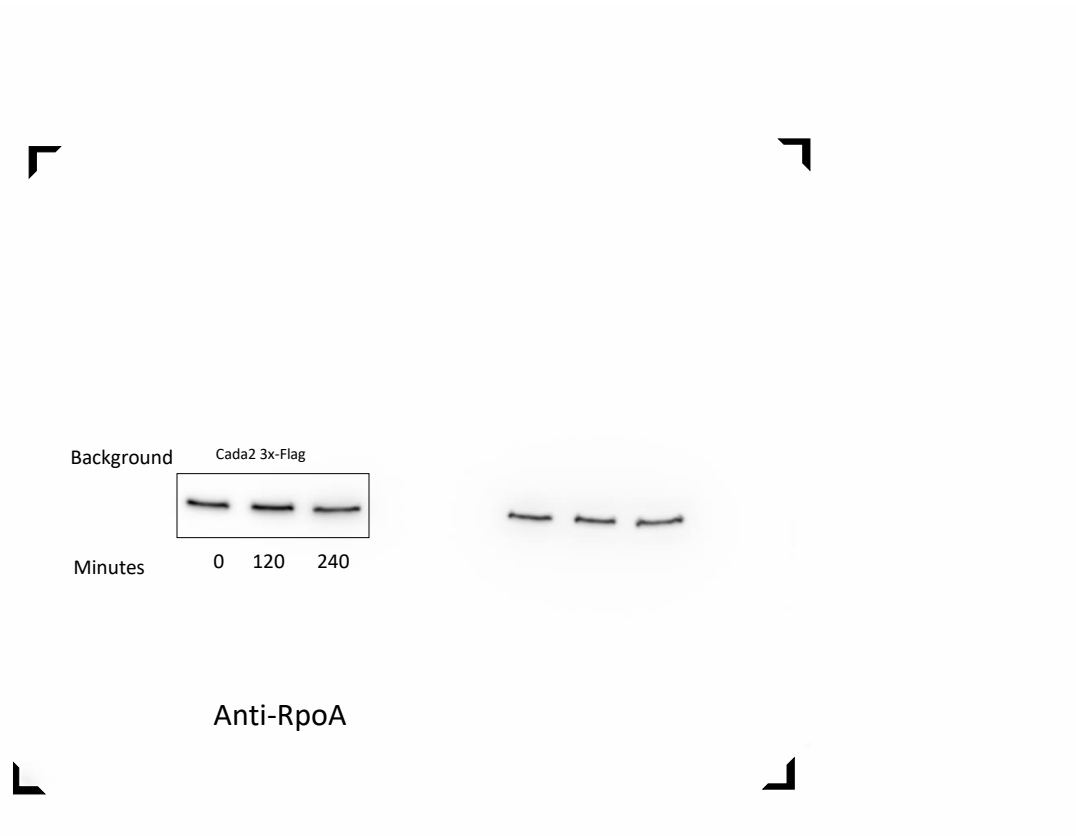

With contrast and ladder overlaid

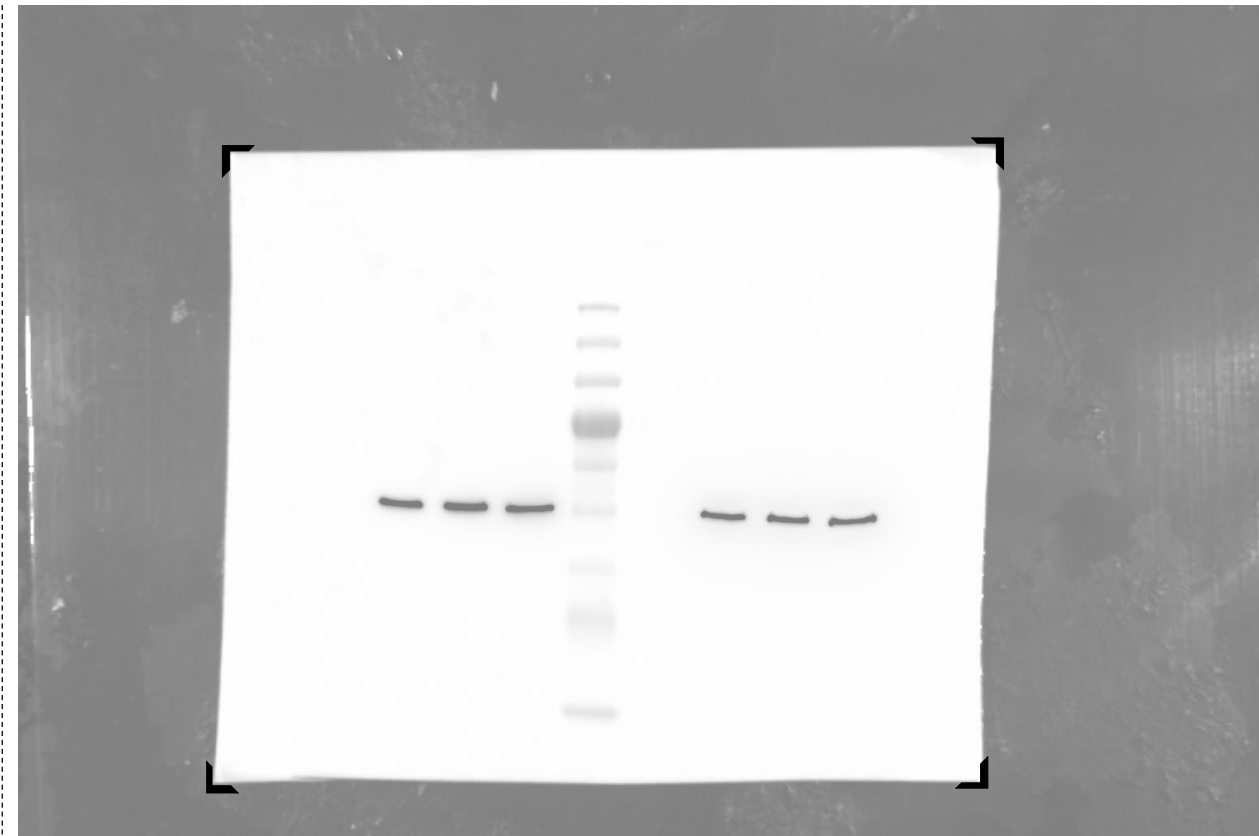

Figure S3.B

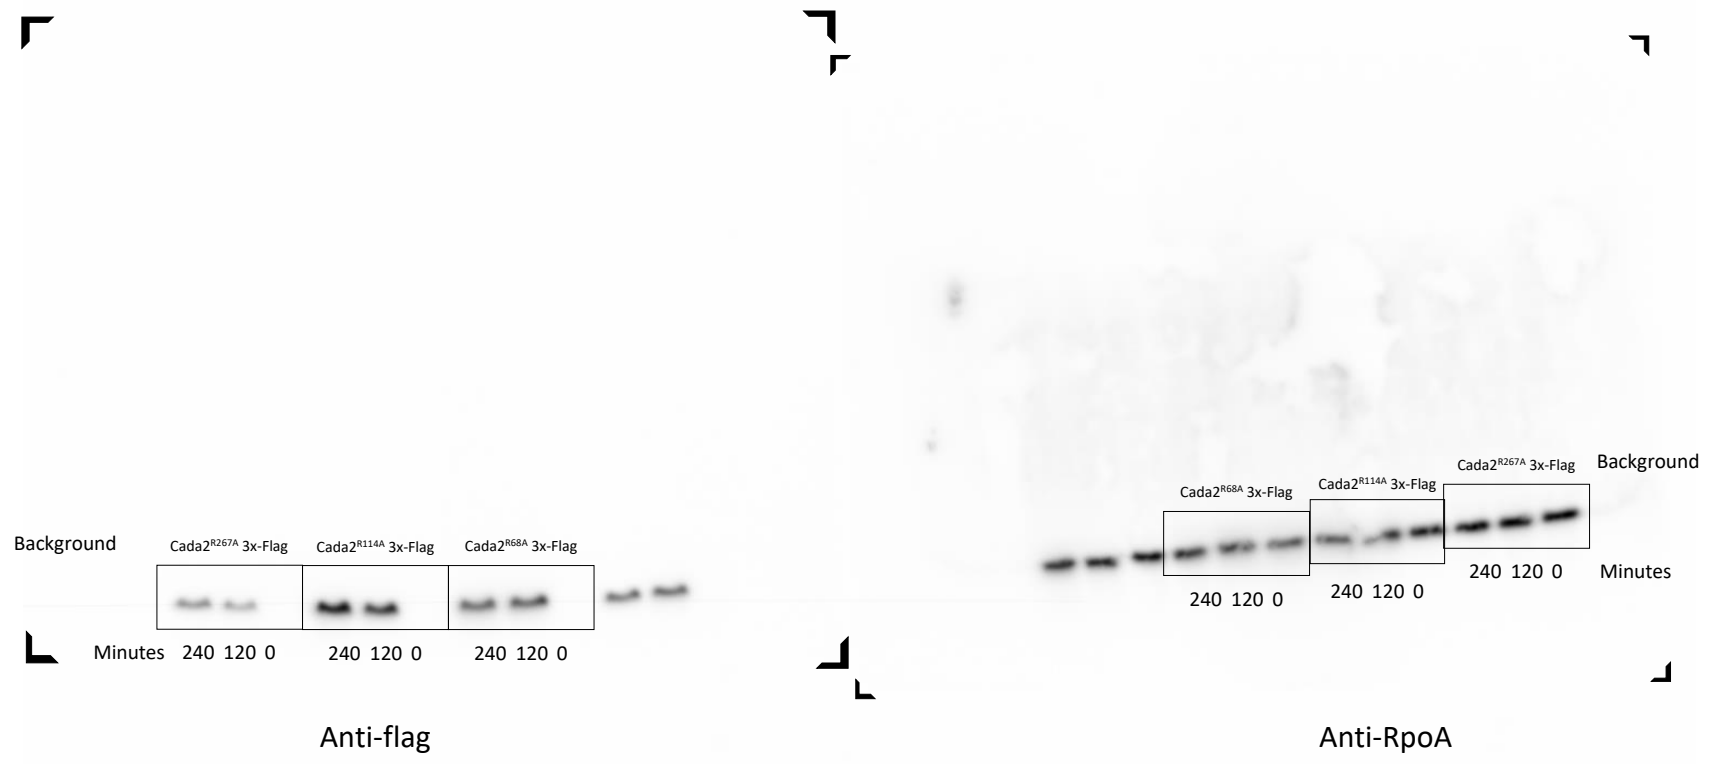

Without contrast_raw

Figure S3.B

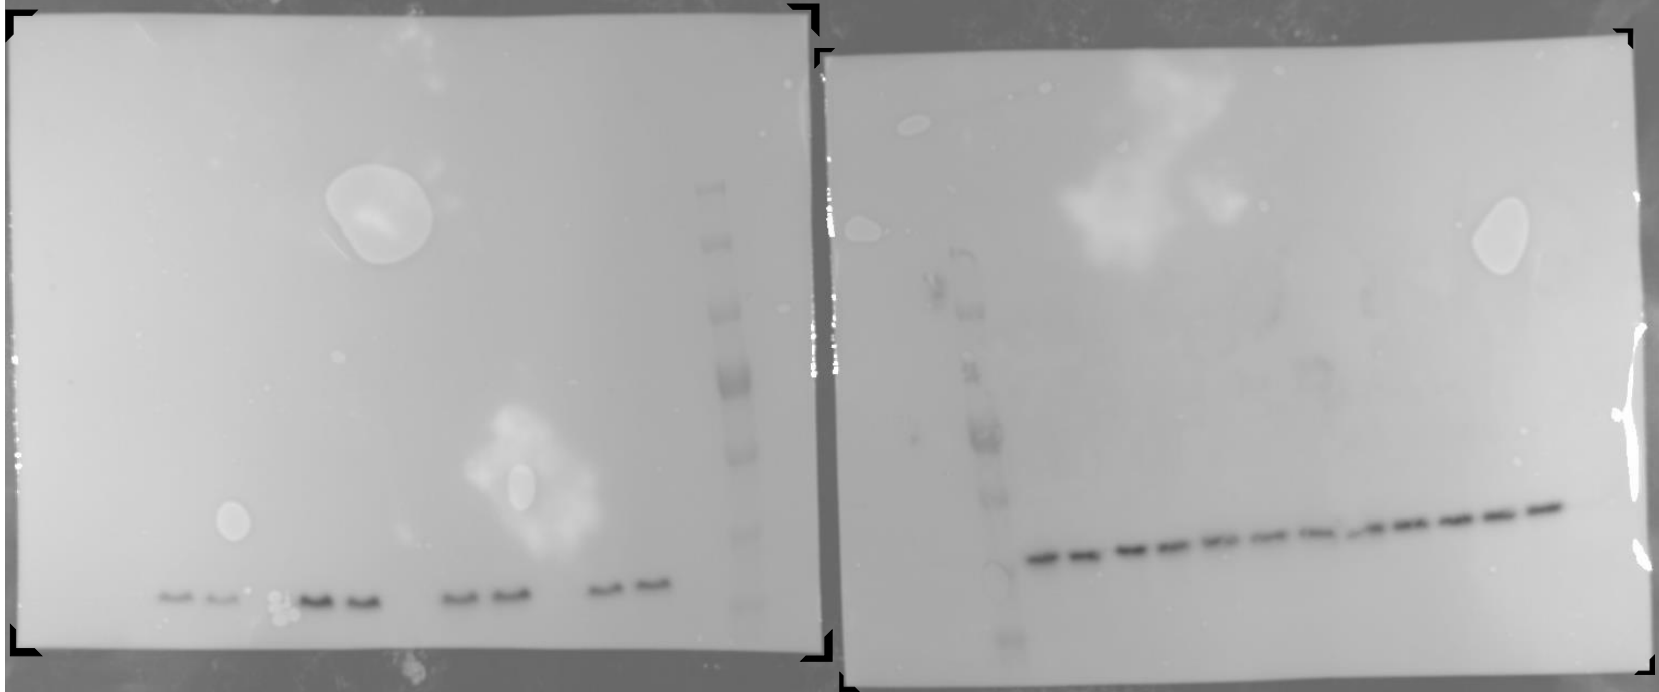

With contrast and ladder overlaid

How the deposited data were processed for this re-analysis (not part of the article)

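RNA sequencing of *Caulobacter crescentus* NA1000 was used, in 34 libraries of 16 groups. Wild type was sampled untreated (4 libraries) and at 20 and 40 min in 1.5 mM MMS, 0.25 μg/ml MMC or 8 μg/ml norfloxacin (2 libraries per group). The *ΔrecA*, *Δcada1* and *Δcada2* strains were sampled at 0, 20 and 40 min in 1.5 mM MMS (2 libraries per group). Groups follow the sample labels and the methods, which call the replicates biological. The paper's data on *cada2* C267G, on chromatin immunoprecipitation, reporters, mass spectrometry and survival were not used here.

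The authors checked reads with FastQC 0.11.5, aligned reads of quality 20 or more with BWA 0.7.17-r1188 to NC_011916.1, removed multi-mapped reads with Samtools 0.1.7 and counted reads per gene with Bedtools 2.26.0. They then tested counts with the quasi-likelihood F-test of edgeR in R 4.2.3. The deposited values, as made by the authors, are RPKM (reads scaled by gene length and library depth), with a table of 3886 coding genes for each library. The way RPKM were computed for these libraries and the strand setting of the counting are not given in the sources used here. In each library, the values times gene length (end minus start) were whole multiples of a single step within 0.01 of a read, so reads per gene and the reads in the RPKM denominator were recovered. Denominators were 10.8 to 73.4 M reads (M, mega), of which 9.35% to 21.7% lay on the listed coding genes. Reads on coding genes were 1.10 to 15.9 M per library (median 2.13 M), with a median of 90.0 to 1345 reads per gene. No rRNA or tRNA gene is listed. MMS and mutant libraries were run on a HiSeq instrument and MMC and norfloxacin libraries on a NovaSeq instrument, and the instrument of the untreated wild type is not given in the sources used here. Replicates of a group were checked for copies of a file, and none was found. Within each mutant strain, libraries with the same replicate number deviated together from their group means (r across genes 0.45 to 0.75 in all 9 pairs of groups), so the numbers were taken to pair the samples there, a pairing that comes from the values and that no source states. In wild type, MMS libraries and MMC or norfloxacin libraries of the same number did not (−0.14 to −0.02). Values with the number as a block are given beside the results of the mutants where they change a call or move a count by over 1.5 times. Across genes, which are not independent replicates, the replicates' log2 values had a Pearson r of 0.961 to 0.981 (2-replicate groups) or 0.962 to 0.972 (untreated wild type).

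RPKM were rescaled by TMM factors (30% of ratios and 5% of levels trimmed), 1 RPKM was added and log2 taken. Genes with at least 1 RPKM in at least 2 libraries were tested (3881 genes, 5 left out). A linear model with a coefficient per group was fitted to all 34 libraries with limma 3.58.1 in R 4.3.3, with a trend of the variance on the level (18 residual and 3.28 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in each comparison. Every adjusted p in the text is from this limma fit unless another test is named. Groups have 2 or 4 libraries, so the precision of each value rests on the spread between libraries of a group, pooled over the 16 groups. The fit treats the 34 libraries as independent. Libraries of the same number deviated together within a mutant strain (r 0.45 to 0.75) and within a wild-type agent (0.74 to 0.85). The p-values do not account for this, so they are not a measure of spread between independent cultures. Up-regulated means a log2FC of at least 1, and down-regulated a log2FC below −1, with an adjusted p under 0.05, the thresholds of the methods. Each treated group was compared with the untreated group of its strain. Responses of strains were compared by the difference of log2FC (interaction term), and MMS at 40 min was compared directly with MMC, norfloxacin and MMS at 20 min. Mean ± SD are of rescaled RPKM. The test was checked on simulated data with known changes in place. Simulated libraries were drawn independently, without the shared deviations of real libraries of the same number. Counting noise was added to a spread that already held it. The shares that follow thus need not hold for the real libraries. For wild type MMS at 40 min, 34.3% of genes changed by a log2 of 1 were called, 97.0% at 2 and 95.5% at 4, with 0.05% of unchanged genes. A change of 1 lies at the fold threshold of a call, which limits the share called at that size. For the difference between *Δcada2* and wild type the shares were 23.9%, 79.1% and 97.0%, with 0.14% of unchanged genes.

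Methylation-specific genes were defined as up-regulated at MMS 40 min and in none of the 4 MMC and norfloxacin groups, universal genes as up-regulated at 40 min under all 3 agents, SOS-independent genes as methylation-specific genes up-regulated in *ΔrecA* at 40 min, and Cada2-dependent genes as up-regulated at MMS 40 min with a response smaller in *Δcada2* by a log2 of at least 1. The comparisons, definitions, gene lists, rule for named genes and first set of alternatives were fixed before the data were examined. That design named a test for counts with its own filter and gene-list values, and was carried over to limma on log2 RPKM because the deposited values are RPKM. Named genes were every gene in the paper's text and in Figs 1A, 2C and 3A, with *recA* and *didA*, whose values in the figures had been seen, the 10 largest rises and falls of wild type at MMS 40 min, the 5 largest of each other comparison, and up to 4 members per gene list. The symbol *didA* is absent from the annotation used, so its value is not reported. Genes outside this rule that are named in the text were chosen after their values were seen.

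Gene lists were tested with camera (limma, preset correlation 0.01, lists of at least 4 genes), again with an estimated correlation, and counted with p adjusted over the list alone. They were the 6 genes of Fig 3A and the 19 SOS-dependent genes of Fig 1A, both chosen by the study on these samples, and lists of homologous recombination, nucleotide excision repair, translesion synthesis, base excision and mismatch repair, heat shock, oxidative stress, ribosomal proteins, flagellum, chemotaxis, pili, stalk and holdfast, cell cycle, cell division, replisome, nucleotide precursors, respiration, toxin-antitoxin, methionine and cysteine, and efflux genes, matched by gene symbol (665 of 3886 genes have one). Lists that needed product names (aminoacyl-tRNA synthetases, TonB-dependent receptors and mobile elements) had no member to test. The nucleotide excision repair list matched only *uvrD* and *mfd*, under the 4 genes needed, and was not tested with camera. A scan for the Cada2 motif was not made, since it needs the genome sequence. Alternatives were upper-quartile scaling, no filter, a stricter filter, a fit per strain and agent, a replicate block, the thresholds of the legend of Fig 1A, other time rules for the gene groups, and leaving out each library, and, chosen after seeing the data, pseudocounts of 0.1 and 5 RPKM, RPKM as deposited, quantile normalization, median-of-ratios size factors, no variance trend, limma-voom on the recovered reads, untreated libraries of like depth, and the untreated wild type as control for *ΔrecA*. Symbols with a copy number were matched to the lists by a rule also set after the annotation was seen. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.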

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

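The comparisons and leave-one-out fits were planned and the test of a weaker SOS response as a whole in *Δcada2* was set before its result was seen, while the other tests of explanations, limma-voom, the controls of like depth, 5 RPKM added and RPKM as deposited were chosen after.

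Responses to MMS differed between strains by the test of the difference itself, for 36 genes at 20 min and 41 at 40 min in *ΔrecA*, 1 (the deleted *cada1*) at 40 min in *Δcada1*, and 5 at 20 min and 12 at 40 min in *Δcada2*, the deleted *cada2* among both. The 1 became 0 by limma-voom and the 5 also became 0. Without wild type MMS 40 min replicate 2 the 12 became 7, and without wild type MMS 40 min replicate 1 or *Δcada1* MMS 40 min replicate 2 the 1 became 0, while it became 2 without *Δcada1* 0 min replicate 2.

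The paper's regulon has 6 genes, and 6 others also responded to MMS less in *Δcada2*, *ccna_03935*, *ccna_00743*, *ccna_00744*, *ccna_03844*, *ccna_00385* (difference −1.41) and *ccna_00386* (difference −1.52), although without wild type MMS 40 min replicate 2 only *ccna_03935* and *ccna_00744* of the 6 were called, and of 14 libraries left out 1 at a time, each ended the call of *ccna_00743*, 9 that of *ccna_03844*, 4 that of *ccna_00385* and 2 that of *ccna_00386*. Reads shared with a regulon gene stay open for *ccna_03935*, which has up to 77.8% as many reads as the gene around it. The 5 others overlap a regulon gene by 0 bp, but a read may touch neighbouring genes. *ccna_00744*, for example, ends at 802036 and *ccna_00745* starts at 802070. The overlap thus does not settle this for *ccna_00743*, *ccna_00744* and *ccna_03844*. Shared reads are argued against for *ccna_00385* and *ccna_00386*, which lie far from every regulon gene. Transcription that runs between neighbours stays open for *ccna_00743*, *ccna_00744* and *ccna_03844*, which lie within 560 bp of a regulon gene, since reads between genes are not in the deposited values, and is argued against for *ccna_00385* and *ccna_00386*, which lie 133461 bp from the nearest. A weaker SOS response in *Δcada2* is argued against for that pair, because the other 39 universal genes had a median difference of 0.05 (SD 0.30, lowest −0.53), all above that of *ccna_00385*. A candidate explanation is a part of the induction that needs Cada2 and not RecA. *ccna_00386* rose in *ΔrecA* by 1.12 (95% interval 0.69 to 1.55), so a part of its rise remained in that strain. *ccna_00385* at 0.47 (0.05 to 0.88) leaves this open for itself. The strain kept some reads on *recA* and had few reads on a run of other genes, which limits what it shows about RecA alone. Whether the part of the rise that remained needs Cada2 was not tested, since no strain used here lacks both *recA* and *cada2*.

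In *ΔrecA*, a run of 55 neighbouring genes (NC_011916.1, 2932755 to 2982131, 49377 bp) had few reads as a whole, 50 of them at most 2 in every library. Among them, *ccna_02817* had a fitted log2FC of −7.07 against untreated wild type, a value that depends on the 1 RPKM added, and with 0 reads in *ΔrecA* it was at least 107-fold lower (floor of 3 reads per library). Depth is argued against, since 5289 to 8161 reads were expected on the run in these libraries and 296 to 498 were found. An unbroken missing segment is argued against only if the remaining reads come from the run itself. *ccna_02814*, *ccna_02813* and *ccna_02776* inside the run had 93.7%, 89.4% and 46.6% of their median level in other libraries (up to 234, 147 and 125 reads), while *ccna_02812* and *ccna_02815* had up to 4 and 10 reads. The authors removed reads that mapped to several places, but the origin of these reads was not checked, since the genome sequence was not used here. Missing segments may be the source for the 50 genes, as 97.0% (32 of 33) of the genes with at least 50 reads in the median library of other strains and at most 2 in every *ΔrecA* library lie in the run, and transcription shut off with the DNA in place cannot be told apart from that, because 0 libraries of DNA were used here.

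*ccna_00744*, *ccna_00745* and *ccna_03935* rose under norfloxacin at 40 min, by 1.08, 1.05 and 1.10. A difference between the pairs of untreated libraries as the whole cause is argued against, since against those of like depth the lowest of the 3 lower 95% limits was 0.33, although *ccna_00745* went from a log2FC of 1.05 (standard error 0.23) to 0.88 (0.26, adjusted p = 0.0684) and then missed both thresholds. A rise carried by a single norfloxacin library stays open, since without norfloxacin 40 min replicate 1 none of the 3 was called (0.68, 0.79 and 0.80, adjusted p = 0.557, 0.294 and 0.199), although the lower library stood above the highest untreated library by at least 0.43 in each gene, and all 3 calls also ended with 5 RPKM added and with RPKM as deposited, that of *ccna_00745* without untreated replicate 1 (0.97) as well. A response of the whole regulon is argued against by the median of 0.12 (−0.05 to 0.74, SD 0.32) of its 5 other genes, although *cada1* had 0.74 (adjusted p = 0.00165). No biological explanation was tested apart from that. *ccna_00745* and *ccna_03935* overlap and may share reads, so they cannot be taken as independent.

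Among genes outside those the paper discusses, the next had the largest rise or fall past the thresholds in their comparison. *ccna_03935* rose by 4.55 at MMS 40 min in wild type and by 5.10 in *Δcada1*. *ccna_00744* rose by 4.10 at MMS 40 min in *ΔrecA*, where *pstA* had a log2FC of −1.40 (adjusted p = 0.0146, a call that ended in 3 of 4 leave-one-out fits). In *Δcada2* at MMS 40 min *ccna_00722* rose by 2.63 and *ccna_01270* had a log2FC of −1.58, on 1 to 16 reads. Under MMC at 40 min *ccna_01600* rose by 2.16, and the flagellin gene *fljN* had a log2FC of −1.29. Under norfloxacin at 40 min *ccna_02396* rose by 3.95, and *pstA* had a log2FC of −1.61. Before damage, *ccna_01980* was higher in *ΔrecA* than in wild type by 2.63.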

How the results depend on the processing

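Upper-quartile scaling, the filters, the fit per strain and agent, the replicate block, the legend's thresholds, the time rules, the estimated correlation and the leave-one-out fits were planned, while the other settings were chosen after seeing the data. No called value of a named gene changed sign under any of them, while the larger side of the counts turned for MMS against MMC and against norfloxacin. All counts stayed within 1.5 times under upper-quartile scaling (29 results), no filter, a stricter filter, quantile normalization, median-of-ratios scaling and no variance trend (28 each), and the gene groups held 17, 17 and 40 genes under the other time rules. Of 607 values of named genes, 602 kept their side of the thresholds under upper-quartile scaling, 557 in a fit per strain and agent, 599 and 586 with 0.1 and 5 RPKM added, 584 by limma-voom, 587 with untreated libraries of like depth and 469 with RPKM as deposited, where the 138 others were no longer past them. For the counts below that moved, the cause was not tested. Depth limits genes with few reads, such as *sidA* with 1 to 4 per *ΔrecA* library. Simulated changes of a log2 of 1 were called in 34.3% of genes at MMS 40 min and 35.8% in the deeper norfloxacin libraries. A change of 1 lies at the fold threshold of a call, so these shares are limited by it and do not show the effect of depth. The planned count test with other size factors was not run. Its size factors were tried on the RPKM and limma-voom on the recovered reads in its place. The alternative without rRNA and tRNA genes does not apply, since none is listed.

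With a fit per strain and agent, *ΔrecA* MMS 20 min had 5 genes, *Δcada2* MMS 20 min 34, the difference of *Δcada1* at 40 min 0, MMS against norfloxacin at 40 min 24 (18 higher and 19 lower became 15 and 9) and MMS 40 against 20 min 4. With a replicate block, *ΔrecA* MMS 20 min had 18 genes, *ΔrecA* MMS 40 min 51, MMC 20 min 63 (46 up and 17 down, from 22 and 0), MMC 40 min 111 (86 and 25, from 59 and 2), norfloxacin 20 min 100 (64 and 36, from 38 and 6), norfloxacin 40 min 144 (100 and 44, from 70 and 18), the difference of *Δcada1* at 40 min 0, MMS against MMC 41 (19 and 22, from 14 and 1), MMS against norfloxacin 68 (29 and 39) and the SOS-independent group 14. Among the mutants it changed no other total by over 1.5 times and, of named genes, ended the calls of *cada1* in *Δcada1* and *ccna_00743* in *Δcada2* and gave that of *ccna_00724*. It cannot give strains against wild type at 0 min. In wild type, deviations of libraries with the same number had an r across genes of 0.74 to 0.85 within an agent (3 pairs), 0.66 to 0.76 between MMC and norfloxacin (4 pairs) and −0.14 to −0.02 between MMS and these agents (8 pairs). Untreated replicate 1 went with MMS replicate 1 (0.56 to 0.61) and untreated replicate 3 with MMC and norfloxacin replicate 1 (0.52 to 0.64), so the number does not pair wild-type libraries throughout, although structure is shared within MMS and within the other agents. By the legend's thresholds, wild type MMS 40 min had 29 genes and *ΔrecA* 9. Of 13 gene lists that passed at MMS 40 min with the preset correlation, 8 did with an estimated one.

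With RPKM as deposited, the median of all genes moved by −0.364 (untreated *Δcada2* against wild type) to 0.084 (difference of *Δcada1* at 20 min), which the rescaling removes. The counts were MMS 20 min 29, MMS 40 min 46, *ΔrecA* 1 and 10, *Δcada1* 23 and 36, *Δcada2* 11 and 24 (20 and 40 min each), MMC 20 min 7, norfloxacin 40 min 51, differences of *ΔrecA* 6 and 12, of *Δcada1* at 40 min 0, of *Δcada2* 0 and 7, MMS against MMC 7, against norfloxacin 15, MMS 40 against 20 min 1, methylation-specific 10, universal 24 and Cada2-dependent 7. The genes changed in *ΔrecA* at 40 min, 21 up and 6 down, were 18 and 9 with upper-quartile scaling and 9 and 1 with RPKM as deposited. With 0.1 RPKM added, the difference of *Δcada1* at 40 min had 0 genes and untreated *Δcada1* against wild type 1. With 5 RPKM added, norfloxacin 40 min had 58. By limma-voom, the difference of *Δcada1* at 40 min had 0 and that of *Δcada2* at 20 min 0. With untreated libraries of like depth, MMS against norfloxacin had 20 (12 higher and 8 lower).

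In leave-one-out fits a group left with 1 library is assumed to vary like the others. The lowest and highest counts were 49 to 61 for MMS 20 min, 64 to 87 for MMS 40 min, 7 to 10 and 12 to 22 for *ΔrecA*, 47 to 58 and 60 to 69 for *Δcada1*, 41 to 59 and 50 to 62 for *Δcada2*, 19 to 26 and 51 to 62 for MMC, 28 to 55 and 56 to 113 for norfloxacin (20 and 40 min each). For the differences from wild type they were 32 to 38 and 35 to 42 for *ΔrecA*, 0 to 1 and 0 to 2 for *Δcada1*, and 4 to 7 and 7 to 10 for *Δcada2*. Untreated strains against wild type gave 65 to 71 for *ΔrecA*, 0 to 1 for *Δcada1* and 1 to 1 for *Δcada2*. MMS against MMC gave 12 to 12, against norfloxacin 24 to 39, and MMS 40 against 20 min 5 to 7. The groups held 14 to 26 methylation-specific, 34 to 44 universal, 7 to 12 SOS-independent and 7 to 11 Cada2-dependent genes. Counts moved by over 1.5 times without *ΔrecA* 0 min replicate 1 (*ΔrecA* 40 min 16), *ΔrecA* MMS 40 min replicate 1 (12), norfloxacin 20 min replicate 1 (28), norfloxacin 40 min replicate 1 (56, and 24 for MMS against norfloxacin, 17 higher and 7 lower), *Δcada1* MMS 20 min replicate 2 (difference of *Δcada1* at 20 min 1), wild type MMS 40 min replicate 1 or *Δcada1* MMS 40 min replicate 2 (at 40 min 0), *Δcada1* 0 min replicate 2 (at 40 min 2, untreated *Δcada1* 1), wild type MMS 40 min replicate 2 (difference of *Δcada2* at 40 min 7, Cada2-dependent 7), wild type MMS 20 min replicate 2 or MMS 40 min replicate 1 (MMS 40 against 20 min 5) and untreated wild type replicate 4 (methylation-specific 26).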

Differences from the paper's values

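Alternatives set before the data were examined are called preset in this part, and the others were chosen after seeing the values. A value differed if its sign was opposite or its distance from the paper's value exceeded the combined SD. The combined SD is the root of the summed squares of the SDs of the treated and untreated groups. No error was allowed for reading a figure by eye. The paper's log2FC of *cada2* in *ΔrecA* at MMS 40 min is about 4.5 in Fig 1A, read by eye. The value here was 3.75 (combined SD 0.42). Under every preset alternative the values still differed (3.46 to 4.03), as they did under every added one. The paper's log2FC of *cada3* in *ΔrecA* is about 4.2 in Fig 1A, read by eye, and the value here was 3.57. It differed under every preset alternative (3.42 to 3.72), but not with 0.1 RPKM added (3.98) or by limma-voom (4.00), both chosen after seeing the values and dropping 0 of the 5 genes that Fig 1A shows as induced in *ΔrecA*. The paper's log2FC of *sidA* in *ΔrecA* is about −4.0 in Fig 1A, read by eye, and the value here was −0.47. It differed under every preset alternative (−0.82 to −0.12), but not when *ΔrecA* at MMS 40 min was compared with untreated wild type (−4.01), a control chosen after seeing the values, under which *cada1*, *cada2* and *cada3* had 3.88, 3.96 and 3.53, so that 0 of these 3 were dropped. In the main fit, the values of *cada1*, *cada2* and *cada3* in wild type (3.56, 4.18 and 3.65) and of *cada1* in *ΔrecA* (3.45) did not differ from those read from Fig 1A. Some preset alternatives did differ. They were *cada1* in wild type with upper-quartile scaling (3.48) or without MMS 40 min replicate 1 (3.37), and *cada3* in wild type without untreated replicate 2 (3.45). For *cada1* in *ΔrecA* they were the fits without *ΔrecA* 0 min replicate 1 (3.60) or MMS 40 min replicate 1 (3.59). With 5 RPKM added, all 3 wild-type values differed (3.01, 3.82 and 2.67).

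The paper names *ccna_00745* as the gene induced most under methylation damage. Here it had the highest log2FC of the 24 genes in the heat map of Fig 1A (4.46), and among all genes it ranked 3 behind *ccna_03935* (4.55), which lies inside it, and *ccna_00744* (4.48). The paper places *ccna_00745* among genes not induced by other agents. Here it had a log2FC of 1.05 under norfloxacin at 40 min (adjusted p = 0.00487) and 0.43 under MMC (adjusted p = 0.74), and it was methylation-specific with upper-quartile scaling (0.98), with 5 RPKM added (0.57), with RPKM as deposited, and against untreated libraries of like depth (0.88), the last 3 chosen after seeing the values and dropping 0 of the 24 genes at MMS 40 min. The other 5 genes of the regulon were methylation-specific here.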

Other observations

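All tests in this part of single genes and lists follow the comparisons and lists described above, and the choice of which to set side by side was made after their values were seen. In wild type at MMS 40 min, all 19 SOS-dependent genes of Fig 1A rose (19 adjusted over the list alone, median log2FC 2.35, camera adjusted p = 6.15e-85, or 7.66e-08 with an estimated correlation), a list chosen on these samples. Of 10 homologous recombination genes 4 rose (*recA* 2.52, *ruvB* 1.73, *ruvA* 1.68 and *ruvC* 1.16), and 4 when adjusted over the list alone (camera adjusted p = 2.73e-07, or 0.0133 estimated). Of 4 translesion synthesis genes 3 rose, and 3 over the list alone (1.17e-14, or 4.68e-05), while *dinB* had 0.28. The 3 that rose, *imuA*, *imuB* and *dnaE2*, are all in the list of Fig 1A, so this result is not independent of it. Of the nucleotide excision repair list, only *uvrD* and *mfd* were matched by symbol, too few to test as a list. *uvrD* rose by 1.52 (adjusted p = 7.02e-09 from limma) and *mfd* had 0.15. *uvrA*, *uvrB* and *uvrC* were not matched, so their response is not given here. Of 18 toxin-antitoxin genes 9 rose, such as *relB-3* (2.51), *parD2* (2.35) and *higB* (1.71), and 9 over the list alone (2.97e-17, or 4.86e-04). *parD2*, *relB-3* and *relE3* are also in the list of Fig 1A, so this result is in part not independent of it. In *ΔrecA*, 6 of the 18 responded less than in wild type, and 9 when adjusted over the list alone (median difference −1.06, camera adjusted p = 4.69e-04 with an estimated correlation). Of 5 replisome genes *dnaE* rose (1.20, 1 gene over the list alone, camera adjusted p = 5.04e-04, or 0.0113). Of 19 cell division genes *sidA* rose (2.97, 1 gene over the list alone, camera adjusted p = 0.612).

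The heat shock list was higher than other genes (median 0.44, camera adjusted p = 5.38e-05, or 0.0342 estimated), with *rpoH* at 1.11 past the thresholds over the list alone. Stalk and holdfast genes were lower than other genes (median −0.21, 4.37e-04, or 0.0366 estimated). Lists called lower with the preset correlation and not with an estimated one were ribosomal proteins (median −0.26, 3.62e-04, adjusted p = 0.376 with an estimated correlation), flagellum (−0.15, 6.57e-04, adjusted p = 0.259 with it), pili (−0.10, 0.00814, adjusted p = 0.228 with it), cell cycle (−0.14, 0.0279, adjusted p = 0.101 with it) and respiration (−0.11, 0.0234, adjusted p = 0.376 with it). Lists that passed neither test were base excision and mismatch repair (median 0.23, camera adjusted p = 0.0639), oxidative stress (0.29, 0.157), chemotaxis (−0.08, 0.0639), nucleotide precursors (0.14, 0.301), methionine and cysteine (median −0.05 and mean 0.22, 0.933, 1 gene up over the list alone) and efflux (median −0.03 and mean 0.05, 0.811).

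Genes of the flagellum, pili and holdfast were lower than other genes under norfloxacin at 40 min. The flagellin gene *fljN* had a log2FC of −1.56 and the pilin gene *pilA* of −1.46 (adjusted p = 5.51e-07 from limma). The flagellum list had 3 genes down, and 3 over the list alone (median −0.42, camera adjusted p = 0.0413 with an estimated correlation), pili 1 and 1 (−0.36, 0.0125 estimated) and stalk and holdfast 1 and 1 (−0.55, 0.00141 estimated). Among single genes, *pstA*, *phoB* and *phoU* had a log2FC of −1.72, −1.36 and −1.44 under norfloxacin at 20 min (no list holds them, and they were not tested as a group), and the call of *phoU* ended without norfloxacin 20 min replicate 1 (−1.27, adjusted p = 0.0834). At MMS 40 min in *ΔrecA* *pstC* had −1.17 (adjusted p = 0.0324), a call that ended in each leave-one-out fit. *ccna_02396*, *ccna_02610* and *ccna_01980*, which were among the largest rises under norfloxacin at 40 min (3.95, 3.44 and 2.80), were also higher in untreated *ΔrecA* than in untreated wild type (2.46, 2.61 and 2.63, largest adjusted p 1.49e-07). The shared untreated wild-type libraries enter both comparisons, and whether the overlap exceeds chance was not tested.

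From 20 to 40 min in MMS, 8 genes rose further in wild type, among them *ccna_00744* (2.29), *ccna_03935* (2.10), *ccna_00745* (2.09) and *ccna_02284* (1.12). Over the 19 SOS-dependent genes of Fig 1A the change between these times was −0.12 to 0.75 (median 0.36), and *sidA* had 0.12. The 8 became 5 without wild type MMS 20 min replicate 2 or MMS 40 min replicate 1. The timing of these groups was not compared by a test of its own.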
